# Reshaping tumor microenvironment by regulating local cytokines expression with a portable smart blue-light controlled device

**DOI:** 10.1038/s42003-024-06566-y

**Published:** 2024-07-29

**Authors:** Hui Rong Wang, Yi Zhang, Yue Jian Mo, Zhan Zhang, Rui Chen, Xi Bin Lu, Wei Huang

**Keywords:** Cancer immunotherapy, Cytokines, Optogenetics, Cancer microenvironment

## Abstract

Cytokines have attracted sustained attention due to their multi-functional cellular response in immunotherapy. However, their application was limited to their short half-time, narrow therapeutic window, and undesired side effects. To address this issue, we developed a portable smart blue-light controlled (PSLC) device based on optogenetic technology. By combining this PSLC device with blue-light controlled gene modules, we successfully achieved the targeted regulation of cytokine expression within the tumor microenvironment. To alter the tumor microenvironment of solid tumors, pro-inflammatory cytokines were selected as blue-light controlled molecules. The results show that blue-light effectively regulates the expression of pro-inflammatory cytokines both in vitro and in vivo. This strategy leads to enhanced and activated tumor-infiltrating immune cells, which facilitated to overcome the immunosuppressive microenvironment, resulting in significant tumor shrinkage in tumor-bearing mice. Hence, our study offers a unique strategy for cytokine therapy and a convenient device for animal studies in optogenetic immunotherapy.

## Abstract (web summary)

A study on optogenetics-based cytokine therapy suggests that the immunosuppressive tumor microenvironment can be reversed by beams of blue-light. This would enable control over the timing and location of cytokine expression at tumor sites.

## Introduction

Cytokines are small, soluble secreted proteins released by cells during physiological or pathological activities, with potent immunomodulatory effects in mammals^1^. Although FDA approved two recombinant cytokines, Interferon (IFNA) and Interleukin-2 (IL-2), as cancer immunotherapy drugs, the application of cytokines in immunotherapy still encounters many barriers and limitations, due to their pleiotropy, off-target effects, and short half-life in circulation^1^. Therefore, for cytokines to be successful drug candidates in cancer immunotherapy, targeted release and maintenance of local concentration within tumors are required. In recent years, several approaches have been developed for improving cytokines immunotherapy, such as engineered cytokines (such as IL-2, IL-12, and IL-15) to enhance the affinities and selectivities^2–5^, modified cytokines to prolong half-lives, form bi-functional cytokines with antibody to increase targeted accumulation^6–8^, or engage with immune cells (T cell, natural killer cell) to improve clinical application^9–11^. Despite the advancements made in enhancing the therapeutic potential of cytokines, their effectiveness remains hindered by toxicity and cytokine release syndrome^1,9^, as there are no effective ways to accurately control the dosage, duration, and distribution of cytokines in vivo. However, achieving precise regulation of spatiotemporal distribution of cytokines in animals remains a significant challenge for traditional biology. To address this issue, we here utilized optogenetics, a modern biotechnology that utilizes blue-light (with a peak wavelength of 460 nm) to precisely control the gene expressions or cellular behaviors^12^. By harnessing the benefits of spatiotemporal controllability, no-residue, and non-toxicity, light can be an excellent tool for regulating cytokines expression when combined with light-switchable modules^13^, without triggering unpredictable immunoreactivity.

Optogenetics primarily involves the use of light-sensitive proteins and light control systems. Despite the growing availability of engineered light-sensitive proteins for research, the development of light control systems has been slower due to the complex multidisciplinary design required and the wide range of research targets involved. For example, to assess the efficacy of immunotherapy, animal models that reflect the complexity of the tumor microenvironment are often required^14^. However, there are currently no commercially available optical systems suitable for animal studies in optogenetic immunotherapy. Previous studies have relied on two conventional methods of illumination for conducting animal experiments. The first method involves global illumination, which uses high-intensity near Infrared (NIR) or blue light to illuminate the entire animal^13,15^. Nevertheless, this approach may be deleterious to the well-being of the animals, including their skin and eyes^16,17^. The second method involves local illumination that glued a fixed or freely movable optical fiber to the individual animal skin^13,18–20^. However, this approach may cause restraint stress for animals. Besides, another type of local illumination is a a wireless injectable optoelectronic device or implantable micro-device, designed to be implanted in the target area of a mouse for illumination^21–23^. These wireless devices can avoid animal restraint, but invasive implants may cause tissue damage or unpredictable immune responses, which should be minimized in immunotherapy. Meanwhile, in order to induce the desired immune response, prolonged exposure to light is often required, which can be range from hours to days^15,18–20,24^. Consequently, the optical system must be modified accordingly to ensure compatibility with immunotherapy, to meet the criteria of wireless, non-invasiveness to animals, portable, and capable of long-term illumination.

In this work, we develop a portable smart light-controllable (PSLC) device to achieve spatiotemporally controlled expression of cytokines in freely moving animals, targeting the tumor sites. The key point of this device is real-time tracking of the pre-labeled tumors, which is achieved by calculating the centroids of the tumor site in the captured images through the aid of the computer vision algorithm. The coordinates of centroids are then sent to the gimbal controller to direct the pointing of the laser. Subsequently, the laser illuminated the pre-labeled tumor area under the control of a single-board computer equipped with self-developed interactive tracking software. Through wireless tracking and non-invasive labeling for animals, the optical device avoids inducing the stress and pain derived from animal restraint, implantation, and global illumination. It maintains the normal physiological functions of animals, and that is vital for immunotherapy studies. To validate this system, we inserted selected murine cytokine genes into a light-switchable expression module to establish stably transfected tumor cell lines. Then, using spatiotemporal control of light, we evaluated the efficacy of selected cytokines in inducing antitumor effects with varying expression levels or durations. Our findings demonstrate that light successfully triggered the expression of targeted genes (murine Interferon-gamma and C-X-C motif chemokine ligand 10, *Ifng* and *Cxcl10*) in pre-labeled tumors. Meanwhile, the release and accumulation of *Ifng* and *Cxcl10* further remodeled the tumor microenvironment, by enhancing tumor-infiltrating immune cells (such as CD4+ and CD8 + T cells), and inducing a T cell-inflamed gene expression profile (contained *Ifng*-responsive genes such as *Irf1*, *Gbp*, *Iigp1*, *Igtp*). These effects further stimulated the antitumor response in the tumor microenvironment, enabling the overcoming of the immunosuppressive environment of solid tumors and reduce the tumor burden in animals. Therefore, in this study, a highly spatiotemporally controllable cytokine releasing strategy was developed to improve the antitumor effects of cytokines, by triggering *Ifng*-responsive genes expression profile and recruiting effector immune cells into the tumors in freely moving animals with non-invasive light.

## Results

### Light-controlled expression of cytokines in vitro

Earlier studies revealed that Interferon gamma (IFNG) plays a critical role in the anti-tumor immune response. The extensively diffusion of this cytokine alters the tumor microenvironment through the induction of CXCL9, CXCL10, and CXCL11, which recruit effect immune cells such as natural killer (NK) cells, T cells, monocytes, and others to the tumor site. This process also activates macrophages, allowing them to exert direct anti-tumor effects and upregulates their antigen presentation pathway, thus increasing the tumor sensitivity for cell-mediated cytotoxicity^25–30^. Meanwhile, the chemokine IFNG-inducible protein 10 (IP-10), which is also called CXCL10, is crucial in producing and recruiting activated effector T cells through its cognate CXC chemokine receptor 3 (CXCR3), thereby contributing to an inflammatory microenvironment^27,31,32^. Inspired by these studies on their potential beneficial effects in anti-tumor therapy, we genetically engineered murine mastocytoma line P815 with light-switchable modules (named P815-IFNG) to produce murine IFNG and CXCL10. P815 cell line is used to establish fast-growing solid tumors locally in syngeneic DBA/2 mice, thereby being used extensively by immunologists to understand the complexities of tumor-host immune responses^33^. Subsequently, this engineered P815-IFNG cell line was used to test whether it could improve the immunosuppressive tumor microenvironment with a beam of light.

To identify the ideal light intensity, we initially examined the inducible expression of mRuby (a red fluorescent protein) under the control of blue-light. Specifically, to construct a stable P815-M-ILs cell line, we assembled an EF-1α promoter-driven light-sensitive transactivator GAVPO modules and a 5×UAS promoter-driven mRuby and interleukins, as illustrated in Fig. 1a. These two plasmids were co-transfected into P815 cells. Next, the P815-M-ILs cells were seeded into a 24-well μ-plate and exposed to varying light intensities using a 24-channel light illumination apparatus^34^ (Fig. 1b). As shown in Fig. 1c, the fluorescence intensity of mRuby exhibit a gradual increase in response to light intensities ranging from 10 to 100 μW cm^-2^, reaching a plateau beyond 100 μW cm^-2^, and a subsequent decrease at approximately 400 μW cm^-2^. Next, P815 cells were transfected with both EF-1α-driven GAVPO and 5 × UAS-driven murine *Ifng-Cxcl10* (constructing the P815-IFNG cell line) and subjected to varying durations of illumination, at a constant light intensity of 100 μW cm^-2^. As shown in Fig. 1d, quantitative PCR (qPCR) analysis indicates a significant increase in mRNA expression levels of both *Ifng* and *Cxcl10* in P815-IFNG cells compared to the P815-M cells (control tumor group). This increase was observed between 12 and 24 h after illumination (Fig. 1d). Consequently, both murine IFNG and CXCL10 were found to be significantly released from P815-IFNG cells after 48 h of illumination. Notably, the group that underwent alternating illumination (12 h light/dark cycles, 12 h O/N) demonstrated more than two-fold increase in cytokine release compared to the group that received continuous illumination (ON), under the same light intensity (Fig. 1e). This phenomena may involve a coupling between transcription initiation and histone acetylation with GAPVO that induced by oscillated light^34^. In short, these in vitro studies revealed the potential to induce cytokine release through light, and also specified the optimal conditions required for this process, including the duration and intensity of the light exposure.

**Fig. 1:**
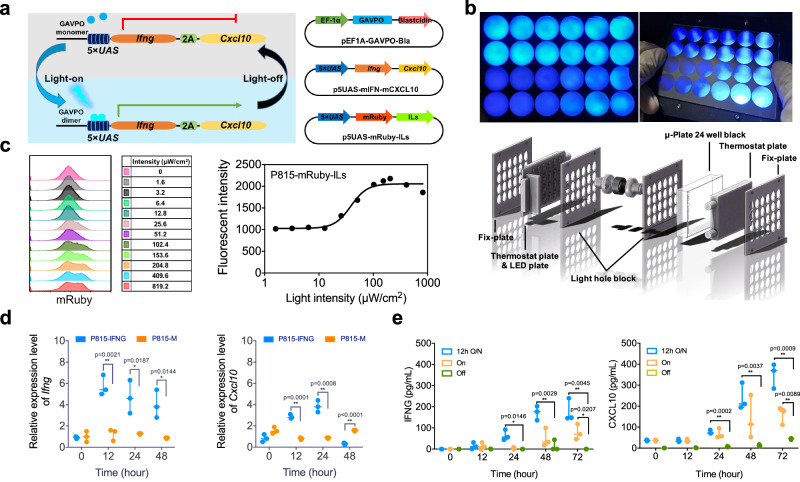
Light-controlled target gene expression in vitro. **a** Schematics of light-controlled gene expression system and plasmids constructions. **b** Regulation of gene expression with light intensities from 0 to 1000 μW cm^-2^ with a customized 24-well plate light-controllable hardware, and **c** the intensity-response curve of mRuby expression in P815-M-ILs cells at 48 h (flow cytometry assay). **d** Time-dependent mRNA expression levels of *Ifng* and *Cxcl10* (qPCR assay, normalized to time zero) in P815-IFNG cells and P815-M cells (control group). **e** Time-dependent production of murine IFNG and CXCL10 proteins (ELISA assay) under the continuous illuminating (On), dark control (Off) and alternative illuminating group (12/12 h light/dark cycles, 12 h O/N). Flow cytometry data is a representative of three independent experiments, each with similar results. Other data are shown as mean ± sem (*n* = 3). All statistical significant were computed against the control group, with *P < 0.05; **P < 0.01.

### Design and engineering of portable smart blue-light controlled (PSLC) device

As previously mentioned, to conduct optogenetic immunotherapy studies, the light-controllable system must meet specific requirements such as wireless functionality, non-invasiveness, long-term sustainability, and portability. To fulfill these requirements, we have developed a PSLC device that includes four acrylic cages (with ventilated rails and water bottle snaps), optical tracking hardware (an aluminum gantry with a camera, laser, gimbal, and controller), and interactive tracking software (Fig. 2a). The cages have been designed to provide adequate space for animals to move freely and provide free access to food and water during illumination, ranging from hours to days. To assist researchers with limited coding experience, we have developed a graphical user interface (GUI) that enables them to initiate programs, set illumination periods, monitor animal behaviors, and review program logs on a single-board computer (Fig. 2a). With the help of the optical tracking hardware and software combination, up to four mice can be individually illuminated simultaneously with this device.

**Fig. 2:**
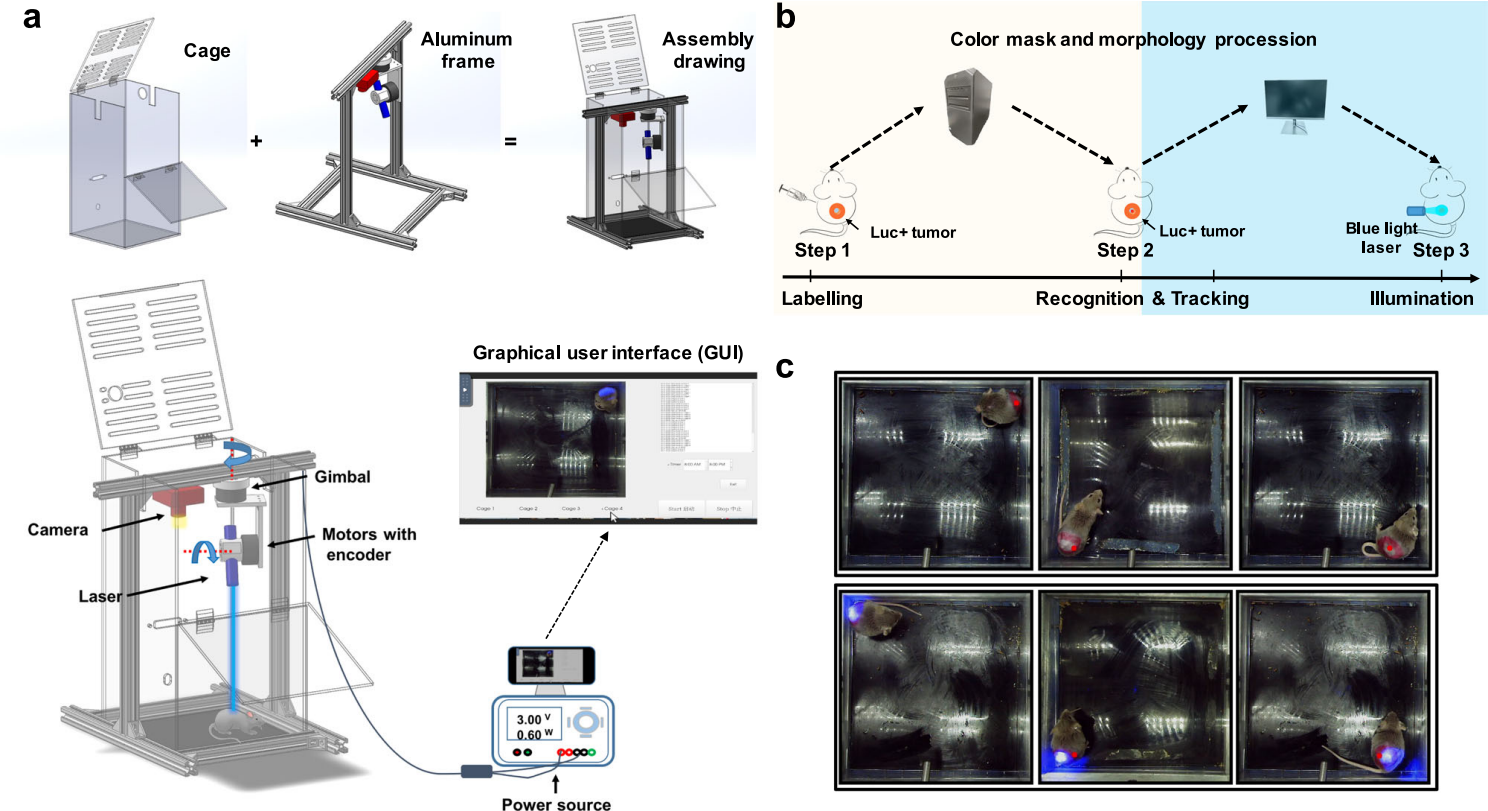
Real-time tracking and illuminating with PSLC device. **a** Assembly drawing of PSLC device, including transparent acrylic cages for illumination, optical tracking hardware, and interactive tracking software that runs on a single-board microcomputer. The entire optical tracking hardware integrates the gimbal with a laser diode module and a camera, which is then mounted on a customized aluminum frame. The tracking software comes with a graphical user interface (GUI) to start programs, set illuminating periods, monitor animal behaviors, and review program logs. **b** The workflow for tumor tracking with PSLC device, includes three steps: labeling, tracking, and illumination. **c** Representative animal images from preliminary testing of the PSLC device. Tumors (within red circle), Red spot (calculated centroid), Blue area (laser illuminating area).

In order to enable the tracking and illumination of freely moving mice in real-time, a three-step process was implemented, involving labeling, tracking, and illumination (Fig. 2b). Firstly, the tumor areas of the mice were labeled with an animal marker pen (in the form of a red circle). Subsequently, images of the marked areas were captured using a camera, and a color mask is generated by an algorithm to recognize the labeled col or of the target area, which is used as the input for computer vision tracking process. Next, to deal with environmental noises, the color mask undergoes a morphological process, which includes erosion and dilation. This process generates a simplified and well-defined mask image that aids in recognizing the contour of the target blocks. Then, the centroid of the blocks is calculated frame-by-frame (red dot in Fig. 2c), and this creates a continuous track of the tumor sites of the mice. Finally, the centroid is calculated and converted into coordinates, and sent to the gimbal controller, which guides the laser diode points to the centroid and illuminates the tumor area (blue area in Fig. 2c). The in vivo studies demonstrate that the PSLC device is capable of accurately tracking and illuminating freely moving mice in real-time (Fig. 2c, Supplementary movie 1 and 2). Moreover, the software can be connected to any computer or mobile phone via remote networking, enabling independent control and monitoring of each cage from anywhere and at any time.

### Light-controlled expression of cytokines in vivo

To evaluate whether the PSLC device can be used in animal models for optogenetic immunotherapy, we first determined the optimal light intensity for the in vivo studies.

As shown in Fig. 3a, P815-IFNG cells were injected subcutaneously into the back of DBA/2 mice to generate tumor-engineered animal models. Six days later, the tumor area was labeled and exposed to varying light intensities (0, 1.25, 2.5, 5, 10 mW cm^-2^), using the PSLC device (12 h O/N). The animals were sacrificed after 3-day illumination, and tumor tissue was collected to determine the expression of *Ifng*. The results of the quantitative PCR (qPCR) revealed that the intensity of 2.5 mW cm^-2^ of blue light (460 nm peak) led to the highest expression level of *Ifng*, as shown in Fig. 3b. Subsequently, all mice in the light group were subjected to the same light intensity of 2.5 mW cm^-2^. Bioluminescent imaging (BLI) of mice was conducted every three days during illumination. After six days, a significant reduction in the size of engineered tumors (P815-IFNG) was observed in the light group as compared to the dark group of mice (Fig. 3c, d). Then, all the mice were sacrificed for further analysis, and we observed a significant decrease in the number of white blood cells (WBC) and lymphocytes in the light group (Supplementary Fig. 1a, b). In contrast, there are no differences in the number of neutrophils, monocytes, eosinophils, and basophils between the dark and light groups (Supplementary Fig. 1c–f). These findings provide clear evidence that blue-light-induced local cytokine release significantly alters the composition of the immune macroenvironment. In short, by using the PSLC device to track and illuminate the target area of mice in real-time, we not only identified the optimal blue light intensity required for the successful release of target cytokines in animals, but also observed that the localized release of selected cytokines resulted in successful regression of tumors in mice.

**Fig. 3:**
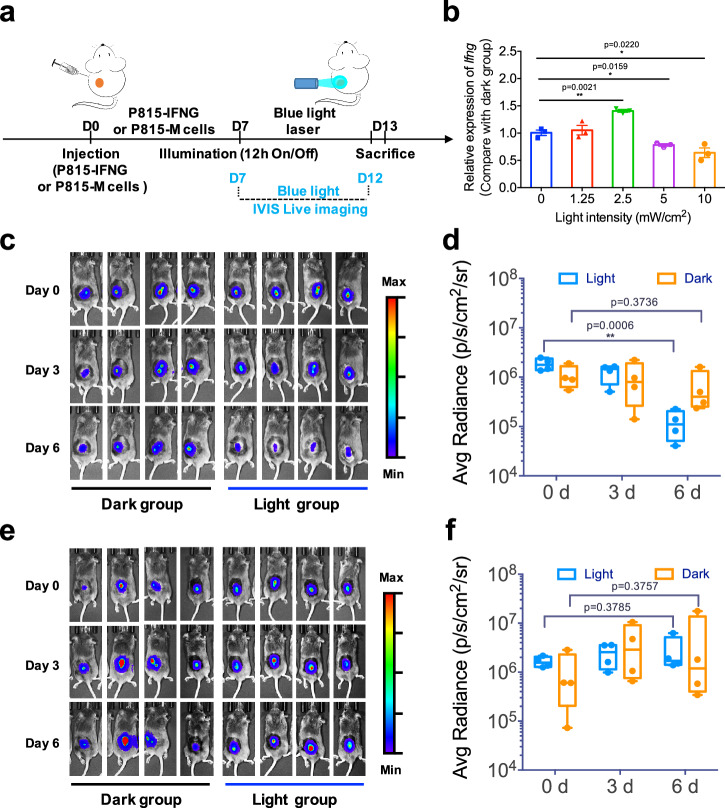
Murine tumor models illuminated by PSLC device. **a** Timeline of in vivo experiment using DBA/2 mice bearing P815-IFNG or P815-M tumors. **b** After 3-day illumination, the relative expression levels of *Ifng* in engineered tumors under different light intensities (0, 1.25, 2.5, 5, 10 mW cm^-2^). The highest expression level of *Ifng* appeared at 2.5 mW cm^-2^. **c** Representative BLI images of P815-IFNG tumor-bearing mice were taken on different days (Day 0, Day 3, and Day 6) after illumination. **d** Tumor size was quantified with average radiance value and compared to initial value at day 0 (the first day of illumination). **e** Representative BLI images of P815-M tumor-bearing mice were taken on different days (Day 0, Day 3, and Day 6) after illumination. **f** Tumor size was quantified with average radiance value and compared to baseline signal at day 0 (the first day of illumination). Data presented as mean ± s.e.m (*n* = 4). Statistic significant was computed against the control group as *P < 0.05; **P < 0.01.

To investigate the potential effects of blue light exposure on control tumors in vivo, we established a control tumor model (without the light-controlled cytokine module) using a similar method. Specifically, the control tumor models were produced by injecting P815-M cells subcutaneously into the backs of DBA/2 mice (Fig. 3a). Six days later, the tumor area was labeled and illuminated using the PSLC device (12 h O/N), and BLI of mice was taken every three days during illumination. The findings indicate that, unlike the P815-IFNG engineered tumor model, the size of the control tumor (P815-M) did not exhibit any significant alterations between the light and dark group (Fig. 3e–f). After six days of illumination, all of the mice were euthanized. The blood analysis showed that there were no further changes in the number of white blood cells (WBC) (Supplementary Fig. 2a), lymphocytes (Supplementary Fig. 2b), neutrophils (Supplementary Fig. 2c), monocytes, eosinophils, and basophils (Supplementary Fig. 2d–f) between the two groups. In brief, these findings provide additional evidence supporting the idea that the decrease in tumor size is specifically attributed to the targeted cytokines, rather than the light.

### Application of the PSLC device in optogenetic immunotherapy

Having accomplished both real-time tracking and prolonged illumination of animals using the PSLC device, we observed significant changes in the number of immune cells in tumor-engineered (P815-IFNG) mice in the light group. Based on these results, we postulated that the cytokines released locally could have an impact on the entire immune system. To confirmed this, we subcutaneous injected P815-IFNG cells into the left side and P815-M cells into the right side of DBA/2 mice, to establish bilateral-tumor-bearing mice (Fig. 4a). After six days, the left tumor area (P815-IFNG) was labeled and illuminated with the PSLC device (12 h O/N). BLI of mice was taken every three days during illumination. Seven days later, the animals were sacrificed for further analysis (Fig. 4a). Consistent with previous results, we observed significant tumor regression on the left side (P815-IFNG tumors) in the light group (Fig. 4b, c). Surprisingly, we also observed a lesser extent of tumor reductions on the right side (P815-M tumors) (Fig. 4b, d). It appears that the released cytokines may have an inhibitory effect on adjacent control tumors (Fig. 4b–d).

**Fig. 4:**
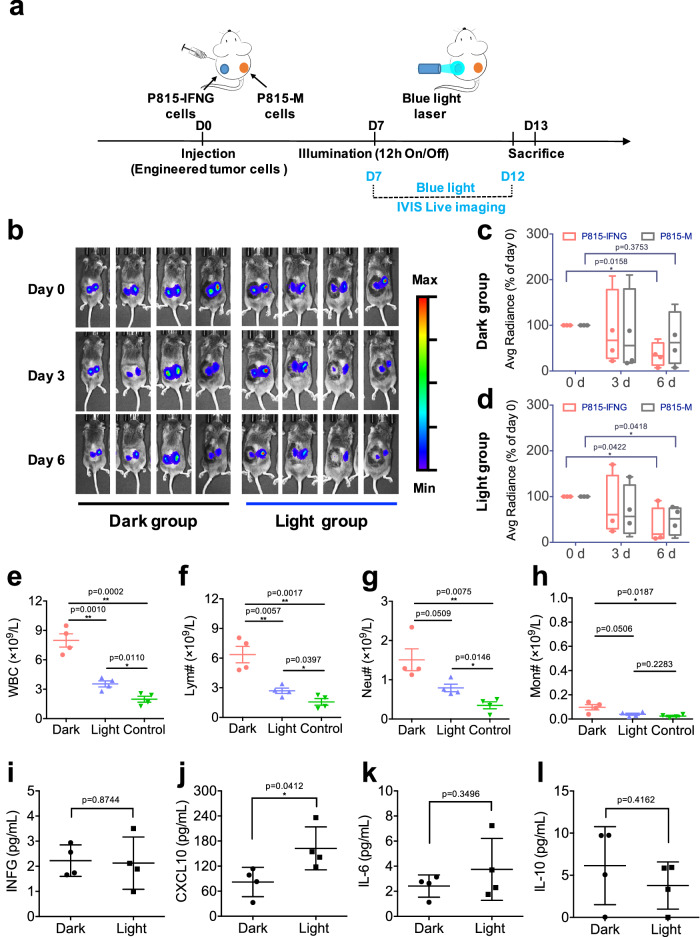
Comparison of control tumor and engineered tumor models under illumination. **a** Timeline of in vivo experiment using DBA/2 mice with matched bilateral tumors (Left: P815-IFNG; Right: P815-M). **b** During illumination, representative BLI images of bilateral tumor-bearing mice at different times (Day 0, Day 3, and Day 6). **c**–**d** Representative BLI images of bilateral tumor-bearing mice were taken on different days (Day 0, Day 3, and Day 6) after illumination. Tumor size was quantified with average radiance value and compared with BLI signal at day 0 (the first day of illumination). **e**–**g** Blood analyses were performed after 6-day illumination, and the results show changes in the number of white blood cells (WBC) **e**, lymphocytes **f**, neutrophils **g**, monocytes (**h**) between light (2.5 mW cm^-2^), dark and control groups. **i**–**l** The concentration of murine INFG **i**, CXCL10 **j**, IL-6 **k**, and IL-10 (**l**) in plasma by the end of day 6 under illumination. Data are shown as mean ± s.e.m (*n* = 4). Statistic significant was computed against the control group as *P < 0.05; **P < 0.01.

Subsequently, we analyzed cytokines and blood cells to investigate the intrinsic mechanisms. The blood analysis showed that after 6-day of illumination, the count of WBC, lymphocytes, neutrophils and monocytes decreased significantly, and approached to control levels (Fig. 4e–h), while other immune cells (such as eosinophils, and basophils) had no further changes. These findings provide further evidence that locally released cytokines revert the tumor-disrupted immune macroenvironment by reshaping the composition of systemic immune cells. Furthermore, the cytokines analysis revealed that the expression level of CXCL10 was the only one increased significantly in the light group, (Fig. 4j). Whereas INFG and other cytokines, such as IL-6 and IL-10, did not exhibit any significant increase (Fig. 4i,k, l), this implies that the elevated levels of CXCL10 triggered by light may contribute to tumor regression. Besides, qPCR analysis was performed to determine the expression of target genes in the tumor from both sides. The results show that the expression level of *Ifng* was found to be increased 4-5 times in the left tumor (P815-IFNG) of the light group (Supplementary Fig. 3a), in the right tumor (P815-M), there was no significant difference between the light and dark group (Supplementary Fig. 3b). These findings suggest that the remodeled immune macroenvironment, in turn, affects the tumor microenvironment. In short, these findings illustrate that the light-triggered production of murine IFNG and CXCL10 in the engineered P815-IFNG tumors not only leads to its own reduction, but also causes regression of control tumors (P815-M tumors), potentially by activating a systemic immune response.

### Cytokine-induced changes in the tumor microenvironment

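For the RNA-seq experiment, tumors were taken from DBA/2 mice that each carried a single tumor. The tumors grew either from P815-IFNG cells, which hold the light-controlled cytokine module, or from P815-M cells, the control cells without that module. Mice of the light group were kept under blue light of 2.5 mW cm-2 for 12 h per day, and mice of the dark group received no blue light. Each of the 4 groups had 3 mice, which gave 12 libraries. The authors counted the reads of each library on 32288 genes of mm10 and the knock-in sequences, and the deposited values are these raw counts, before mitochondrial genes were removed and before any batch adjustment. In 10 libraries the total was between 2211234 and 2946792 counts, whereas the third replicate of the P815-IFNG light group held 41473500 counts and that of the P815-IFNG dark group 42338096. The median total was 2500278 in the P815-IFNG light group, 2946792 in the P815-IFNG dark group, 2324756 in the P815-M light group and 2559906 in the P815-M dark group.

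**Figure D1:**
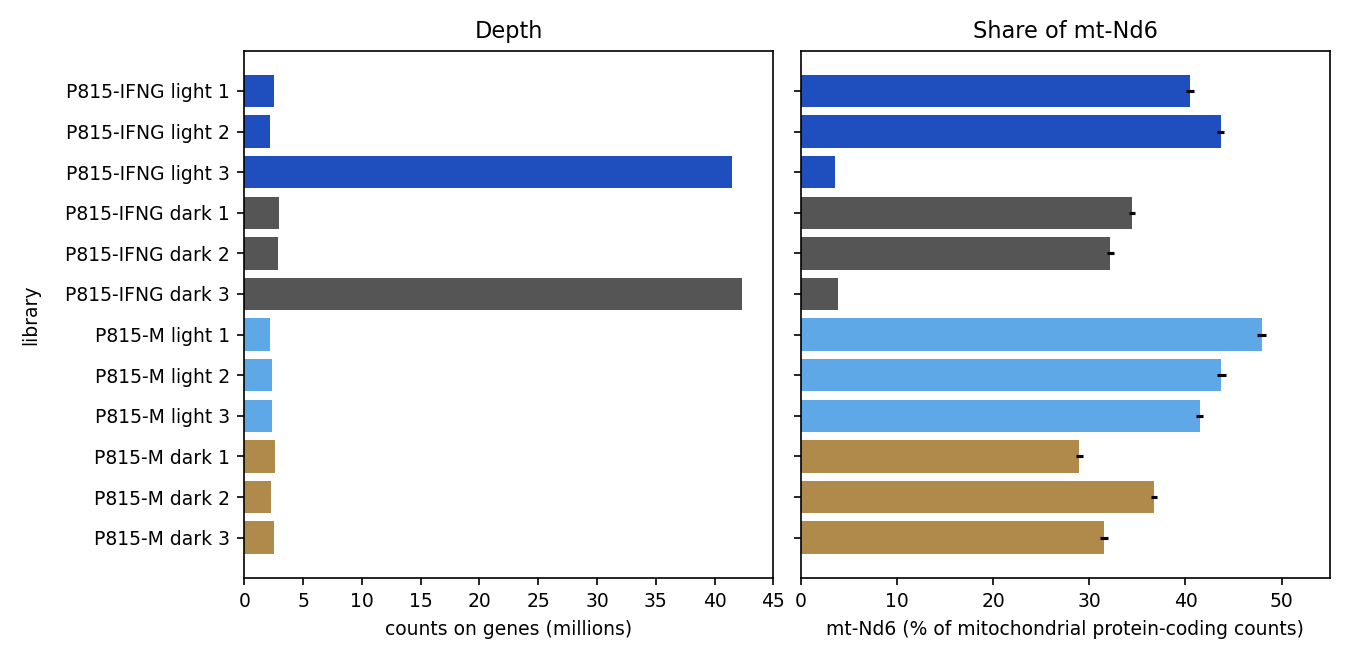
Total counts on genes (left) and the share of mt-Nd6 among the mitochondrial protein-coding counts in percent (right), with a bar for each of the 12 libraries, coloured by group, and 95% Wilson intervals on the shares. The third replicates of both P815-IFNG groups have the highest totals and the lowest shares, and the other 10 libraries have shares between 29.0% and 47.9%.

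The 2 libraries with the highest totals are called deep here. The name refers to counts on genes, as the number of reads sequenced was not examined. Both also differed from the other 10 in the counts of genes that lie opposite another gene. The gene mt-Nd6 lies on the opposite strand to the other mitochondrial protein-coding genes. It held 3.56% of the mitochondrial protein-coding counts in the deep light library (95% Wilson interval 3.54% to 3.59%) and 3.85% in the deep dark library (3.83% to 3.88%), and between 29.0% and 47.9% in the others. These intervals cover counting error only. Coordinates of GRCm38, the assembly also called mm10, were matched by symbol for 31389 of 32210 symbols. Over 1124 genes whose exons overlap an abundant gene of the other strand, the median log2 ratio of the 10 libraries to the 2 deep libraries was 2.54. Over genes matched on level and without such a neighbour it was -0.87. Across genes, log2 CPM (counts scaled to a fixed library total) correlated at r = 0.98 between the 2 deep libraries, between 0.91 and 0.95 among the other 10, and between 0.73 and 0.81 across the 2 kinds, although genes are not independent replicates. Each P815-IFNG group held 1 deep library and the P815-M groups held none. For gene lists and for some single genes, values from the 10 libraries alone or from the 2 deep libraries are therefore given beside those from all 12.
The 13 mitochondrial rows and genes with a total count under 10 were removed, which left 18804 genes. Counts were normalized by TMM, and the groups were compared over all 12 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No batch term was used, so the difference between the kinds of library widened the spread that the test allowed for. A gene that was not called may therefore still differ. A gene was called differentially expressed at the study's thresholds, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. A count of 3 was taken as the floor, which corresponds to between 0.931 and 1.56 CPM in the 10 libraries and to 0.0670 and 0.0694 CPM in the deep ones.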

Based on our prior experiments, to clarify whether the reduction of lymphocytes is due to destruction or tissue infiltration, we conducted immunofluorescence (IF) staining and RNA-seq analysis. The results of IF staining in single-tumor bearing mice showed a marked rise in the infiltration of dendritic cells (DCs) and T cells in P815-IFNG tumor tissues, as compared to the dark group or P815-M tumors (Fig. 5a, b). These findings indicated that the light-induced cytokines effectively increased the number of tumor-infiltrating immune cells. While in the light group of double-tumor bearing mice, similar results were observed in left-side tumors (P815-IFNG). Surprisingly, we also observed a small amount of DCs and T cells in the P815-M tumors (right side) (Supplementary Fig. 4a, b). These tumor-infiltrating immune cells may be responsible for the decrease in lymphocytes in the blood in the light group.

**Fig. 5:**
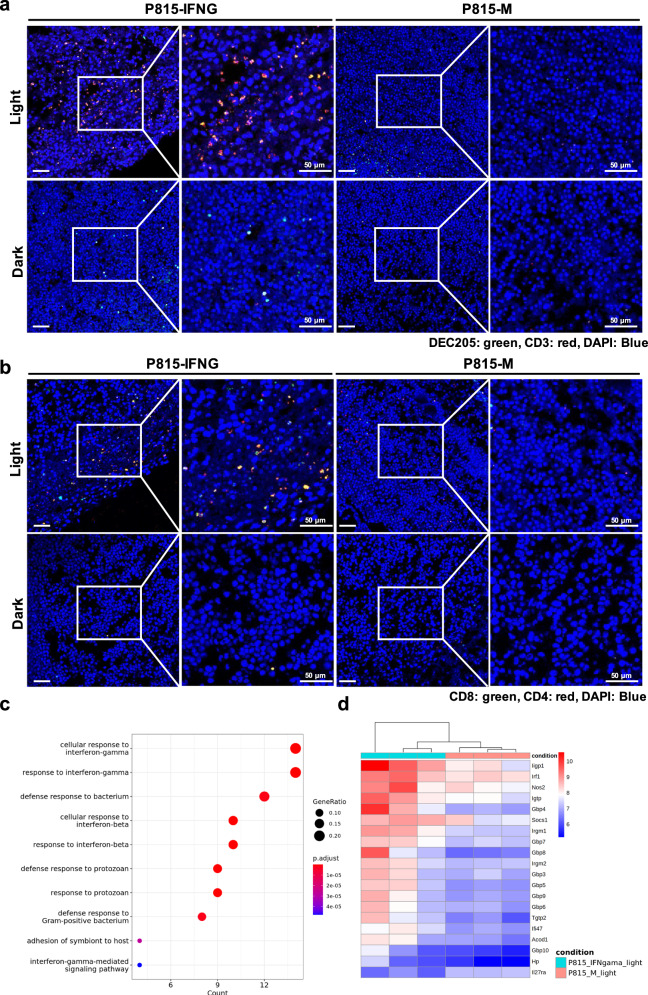
Immunofluorescence (IF) staining and RNA-seq analysis of tumors from single-tumor-bearing mice. After 6-day illumination, tumor tissues were resected from these P815-IFNG or P815-M single-tumor-bearing DBA/2 mice, to analyze the infiltration of immune cells and gene expression profile. **a** Tumor slices were stained with combinations of anti-DEC205 antibody and anti-CD3 antibody, or **b** combinations of anti-CD8 antibody and anti-CD4 antibody. The nuclei of tumor slices were stained with DAPI and imaged using confocal fluorescent microscope with a 100X objective. Representative images from three independent experiments are shown. **c** The GO enrichment analysis of differentially gene sets for various biological processes (qvalueCutoff = 0.05), and **d** the differentially expressed genes between engineered tumors (P815-IFNG) and control tumors (P815-M) in the light group (adjusted *p*-value ≤ 0.05 and the absolute value of the Log2 Fold Change ≥ 1). Representative images from three mice in each group are shown (scale bar = 50 μm).

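For the comparison in Fig. 5c, d, 3 genes were called between engineered tumors (P815-IFNG) and control tumors (P815-M) in the light group, and all 3 were higher in P815-IFNG tumors. In the dark group 2 genes were called, both also higher. GAVPO_bla, a knock-in sequence, and the peroxisomal biogenesis gene Pex16 were called in both groups, and Gcsam was called in the light group alone. The filter against the dark group therefore left 1 gene. At an unadjusted p under 0.05 there were 1276 genes in the light group and 1290 in the dark group, where chance would give 940. The median log2 fold change of all genes was 0.15 in the light group and 0.33 in the dark group. Of the alternatives tried, adjustment of the counts by ComBat-seq with the 2 deep libraries as a batch moved these counts most. It gave 243 genes in the light group, 489 in the dark group and 159 after the filter. With batch as a term of the model, the counts were 82, 290 and 34.
Pex16 had 244 ± 52.4 CPM (SD, n = 3) in P815-IFNG tumors of the light group and 8.28 ± 0.965 in P815-M tumors, a log2 fold change of 4.88 (standard error 0.37, adjusted p = 5.45e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every P815-IFNG library lay above every P815-M library (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). In the dark group the log2 fold change was 4.90, and in the 10 libraries without the deep pair it was 4.70 in the light group and 4.66 in the dark group. Pex16 is uncertain because its exons overlap those of Large2 on the other strand. Gcsam had 32.1 ± 11.0 CPM in P815-IFNG tumors and 3.51 ± 0.586 in P815-M tumors of the light group, a log2 fold change of 3.19 (standard error 0.37, adjusted p = 0.0198 from the same edgeR test). In the dark group its log2 fold change was 2.67, with an adjusted p of 0.0537 from that edgeR test.
None of the 20 genes shown in Fig. 5d was called, with or without the filter, and 3 had an unadjusted p under 0.05. Adjusted over the list alone, 0 were called; the study chose this list on these samples, so that count is not independent evidence. Of the 20 genes, 19 were higher in P815-IFNG tumors, and 12 were when the first replicate of the P815-IFNG light group was left out. Hp was higher in every P815-IFNG library, at 10.6 ± 10.3 against 1.23 ± 1.26 CPM, with a log2 fold change of 3.13 (standard error 1.17, adjusted p = 0.629 from the edgeR test). This was 1.92 without the third P815-IFNG light replicate, a deep library, and 4.44 without the third P815-M light replicate. Counts of Hp in the P815-M light libraries were between 1 and 6, near the floor, so the size of its fold change is uncertain. Il27ra was lower in every P815-IFNG library, with a log2 fold change of -1.06 (standard error 0.47), from -1.33 to -0.78 with 1 library left out. After ComBat-seq, 19 of the 20 genes were called and kept by the filter.
The GO enrichment of Fig. 5c was not repeated, since GO annotation was not used here. Lists of genes were tested instead with limma's camera at a preset correlation of 0.01, over 23 lists, 4 comparisons and the difference between tumor lines in the light effect, 115 tests in all. Of these, 51 had an adjusted p of at most 0.05 (Benjamini-Hochberg over the 115 tests). Under fry, 3 of the 51 held, all for the circadian clock list, and with an estimated correlation 0 held, where the smallest adjusted p was 0.277. The Fig. 5d genes had a median log2 fold change of 1.03 in the light group (limma's camera test, adjusted p = 0.0437) and 0.61 in the dark group (adjusted p = 0.940). In the 10 libraries alone these medians were 1.46 and 1.02. The study chose these genes on the same samples, as called in light and not in dark, so neither p is independent evidence.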

Further confirmation was obtained through RNA-seq analysis, which revealed a high expression level of genes associated with the positive regulation of immune-related molecules (such as *Irf1*, *Acod1*, *Parp9*, *Stat1*, *Irgm*, *Gbp*, *Rsad2*, *Cd226*, *Cxcl10*) in the engineered tumors (P815-IFNG) of the light group (Supplementary Fig. 5a, b), in contrast to those in the dark group. 

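In engineered tumors (P815-IFNG), the log2 fold changes of these genes between the light and dark groups were positive, and none of the genes was called. Irf1, on chromosome 11 of GRCm38 from 53770014 to 53778374, encodes a transcription factor of the interferon response. It had 132 ± 85.8 CPM (SD, n = 3) in the light group and 52.4 ± 34.8 in the dark group. The log2 fold change was 1.33 (standard error 0.58, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 groups of libraries overlapped (exact permutation test, two-sided p = 0.2, where 0.1 is the smallest possible). The log2 fold change was 1.28 in the 10 libraries alone and 1.58 between the deep libraries. With 1 library left out it ranged from 0.61 (without the first light replicate) to 2.02 (without the first dark replicate). ComBat-seq, the alternative that brought most of these genes past the threshold, gave 1.46 with an adjusted p of 0.00272 from the edgeR test. In P815-M tumors, Irf1 had 81.9 ± 10.3 CPM in the light group and 41.4 ± 20.5 in the dark group, a log2 fold change of 0.98.
Acod1 had 35.5 ± 36.6 CPM in the light group of P815-IFNG tumors and 7.58 ± 9.36 in the dark group, a log2 fold change of 2.27 (standard error 1.14), which was 0.91 without the first light replicate and 4.18 without the first dark replicate. Rsad2 had a log2 fold change of 1.58 (standard error 0.85), which was 0.67 and 2.07 without these libraries. Parp9 had a log2 fold change of 1.00 (standard error 0.47), from 0.64 to 1.38 with 1 library left out, and is uncertain, because its exons overlap those of Dtx3l on the other strand. Cd226 separated the groups in every library, at 6.91 ± 3.57 CPM in the light group and 0.764 ± 0.375 in the dark group (exact permutation test, two-sided p = 0.1). Its log2 fold change was 3.07 (standard error 0.77), and the counts behind it were 1 and 3 in the dark libraries outside the deep pair. In P815-M tumors Cd226 was also higher in every light library, with a log2 fold change of 1.95.

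**Figure D2:**
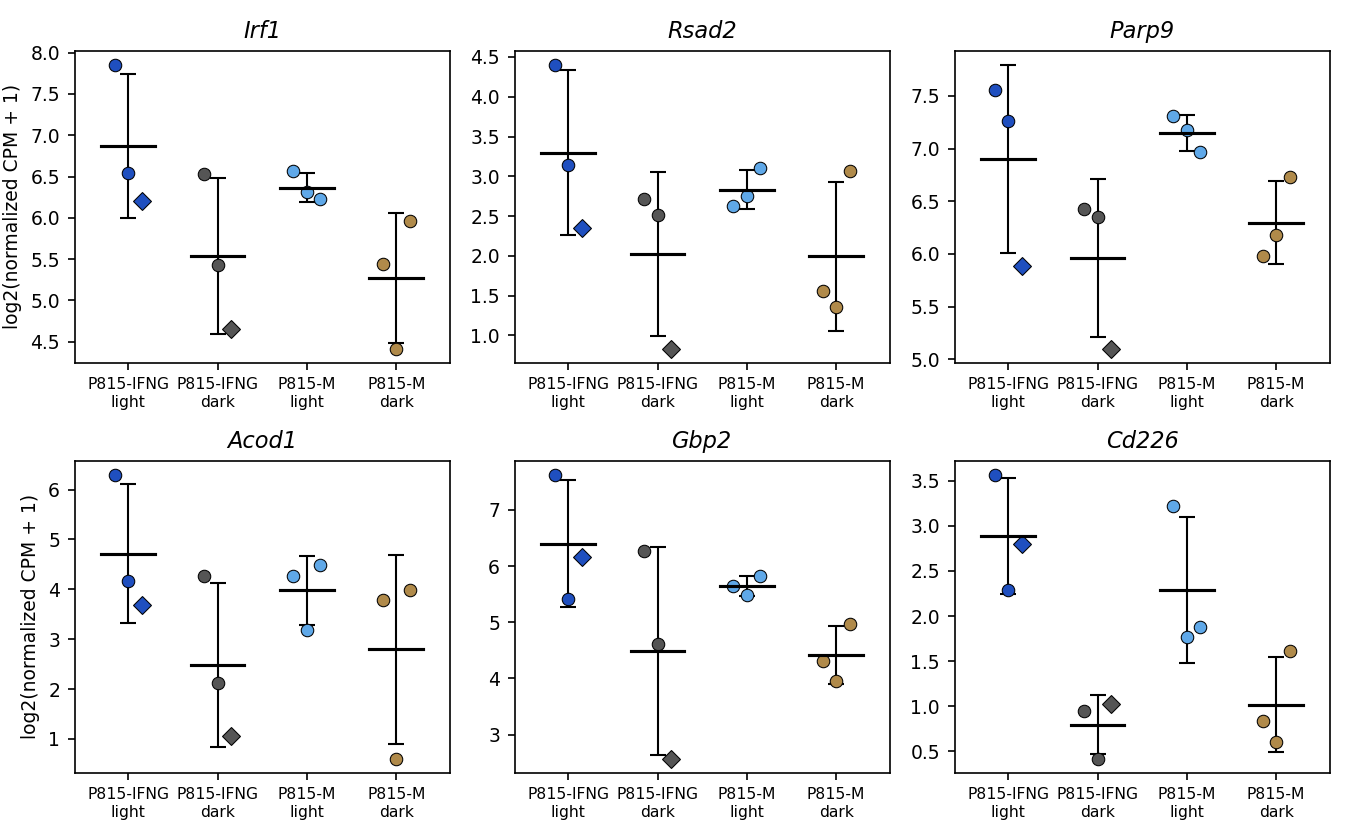
Normalized CPM on the scale log2(CPM + 1) of 6 genes in the 12 libraries, with a point for each library, diamonds for the 2 deep libraries, and bars for the mean and SD of each group (n = 3). For Cd226 each light library lies above each dark library of the same tumor line, and for the other 5 genes the light and dark libraries of P815-IFNG tumors overlap.

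The Irgm and Gbp families hold near-identical copies among which the authors' counting could have split reads, so their values are uncertain. Log2 fold changes were 1.36 for Irgm1 and 1.28 for Irgm2, and between 1.46 (Gbp8) and 1.77 (Gbp3) for Gbp2, Gbp3, Gbp5 and Gbp8. Each library in turn was left out, and they ranged from 0.86 to 2.39 for Irgm1, from 0.75 to 1.80 for Irgm2, from 0.63 to 2.88 for Gbp2, from 0.56 to 2.74 for Gbp3, from 0.10 to 2.79 for Gbp5 and from 0.74 to 4.10 for Gbp8, lowest without the first light replicate and highest without the first dark replicate. Taken with all members of both families, 20 genes named for this comparison were tested, and all 20 were higher in the light group. Adjusted over the list alone, 1 was called, against 0 over all genes; the study chose these genes on these samples, so the first is not independent evidence. Their median log2 fold change was 1.55 in P815-IFNG tumors (limma's camera test, adjusted p = 6.77e-26), 1.38 in the 10 libraries alone and 2.85 between the deep libraries. The study named these genes for their rise in this comparison, so this p is not independent evidence either. In P815-M tumors all 20 were higher in the light group as well, with a median of 1.22 (limma's camera test, adjusted p = 2.49e-08). Neither camera result of this list held under fry or with an estimated correlation.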

Meanwhile, it was observed that in the light group, the expression of IFNG-related or induced molecules (such as *Irf1*, *Gbp*, *Iigp1*, *Igtp*, *Tgtp2*, *Socs1*, *Irgm*, *Nos2*, and *Ifi47* genes) was increased in engineered tumors (P815-IFNG), rather than P815-M tumors (Fig. 5c, d). 

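Between P815-IFNG and P815-M tumors of the light group, Ifi47 (chromosome 11, 49076587 to 49096974) had 46.2 ± 22.3 and 20.0 ± 3.39 CPM (SD, n = 3). Its log2 fold change was 1.21 (standard error 0.50, adjusted p = 0.629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every P815-IFNG library lay above every P815-M library (exact permutation test, two-sided p = 0.1, the smallest possible). In the 10 libraries alone it was 1.47, and in the dark group it was 0.66. Irf1 had a log2 fold change of 0.68 (standard error 0.57), which was 0.99 in the 10 libraries alone and -0.03 without the first replicate of the P815-IFNG light group. Leaving out that library also turned the log2 fold change of Nos2 from 1.02 to -0.60, that of Gbp3 from 0.70 to -0.49 and that of Gbp5 from 1.25 to -0.10. Without the third replicate of that group these 4 genes had log2 fold changes of 1.00, 1.47, 1.12 and 1.78. Iigp1 had 158 ± 107 and 69.3 ± 25.2 CPM, a log2 fold change of 1.19 (standard error 0.96). Socs1 had 108 ± 71.7 and 70.0 ± 30.7 CPM, a log2 fold change of 0.62 (standard error 0.65). These differences were smaller than the spread between replicates in P815-IFNG tumors. The log2 fold change of Iigp1 ranged, with 1 library left out, from 0.50 to 1.59, that of Socs1 from 0.20 to 1.11, that of Igtp from 0.12 to 1.08 and that of Ifi47 from 0.71 to 1.48, lowest without the first and highest without the third P815-IFNG light replicate. Igtp had a log2 fold change of 0.80 and shares its position with Irgm2, so both are uncertain. Tgtp2 had a log2 fold change of 1.77 (1.40 to 2.21 with 1 library left out) and Irgm1 one of 1.36 (0.86 to 1.60); both were higher in every P815-IFNG library and both have near-identical paralogs. ComBat-seq gave the largest changes, with a log2 fold change of 2.75 for Iigp1 (adjusted p = 4.94e-05 from the edgeR test).
Of the genes named here, with all members of the Gbp and Irgm families, 19 were tested and all 19 were higher in P815-IFNG tumors of the light group, with 0 called and 1 at an unadjusted p under 0.05. Their median log2 fold change was 1.04 in the light group (limma's camera test, adjusted p = 0.0275) and 0.66 in the dark group (adjusted p = 0.947). The study named these genes for their rise on these samples. These camera results, and that for the effects of light below, are therefore not independent evidence. From the dark to the light group these genes rose by a median of 1.53 in P815-IFNG tumors and 1.23 in P815-M tumors. The difference between these effects of light had a median of 0.47 (limma's camera test, adjusted p = 0.0127), and 0.29 in the 10 libraries alone (adjusted p = 0.517). In the fit of all 12 libraries no gene had a light effect that differed between the tumor lines, with 313 at an unadjusted p under 0.05. Other settings gave 27 such genes (ComBat-seq), 9 (ComBat-seq and DESeq2), 4 (DESeq2), 3 (batch as a term) and 2 (the 10 libraries alone).
A list of 61 genes induced by IFNG, compiled without reference to these counts, had a level of 5.49 ± 0.83 log2 CPM (median of the list, SD, n = 3) in P815-IFNG light, 4.36 ± 1.25 in P815-IFNG dark, 5.12 ± 0.15 in P815-M light and 4.13 ± 0.54 in P815-M dark. Between light and dark, 58 of its genes were higher in P815-IFNG tumors and 56 in P815-M tumors. The median log2 fold change was 0.77 in P815-IFNG tumors (limma's camera test, adjusted p = 9.48e-25) and 0.79 in P815-M tumors (adjusted p = 1.97e-09). At the preset correlation of 0.01 these p take the genes of the list as nearly independent. They do not reflect how far mice differ for the list as a whole. None of the camera results of this list held under fry or with an estimated correlation. In P815-IFNG tumors it was 0.76 in the 10 libraries alone, 1.15 between the deep libraries, 0.29 without the first light replicate and 1.33 without the first dark replicate. Between the tumor lines in the light group the median was 0.70 (limma's camera test, adjusted p = 0.0156), and -0.03 without the first P815-IFNG light replicate. Taken gene by gene, the light effect in P815-IFNG tumors minus that in P815-M tumors had a median of 0.25 (limma's camera test, adjusted p = 0.0497) while the medians of the 2 effects were alike. It was 0.09 in the 10 libraries alone, reversed to -0.38 without the first P815-IFNG light replicate, and was 0.87 without the first P815-IFNG dark replicate. The levels of the list separated light from dark in P815-M tumors (exact permutation test, two-sided p = 0.1) and overlapped in P815-IFNG tumors (p = 0.3). The P815-IFNG groups mix both kinds of library, so their SD and this test do not measure the spread between mice alone. The difference in level was 0.84 in the 10 libraries alone and 1.72 between the deep libraries.

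**Figure D3:**
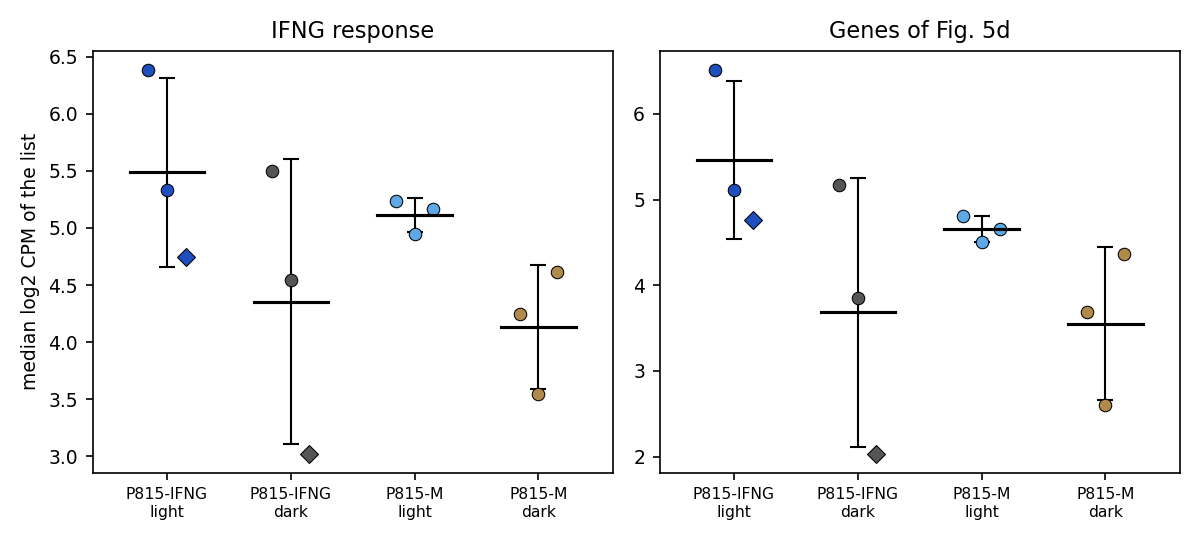
Level of the list of IFNG-induced genes (left) and of the genes of Fig. 5d (right) in the 12 libraries, as the median log2 CPM of the list, with diamonds for the 2 deep libraries and bars for the mean and SD of each group (n = 3). In P815-M tumors the light libraries lie above the dark ones, and in P815-IFNG tumors the 2 groups overlap.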

In short, the light-induced local release and persistence of IFNG caused remarkable alterations in the tumor microenvironment and triggered tumor regression, primarily by upregulating the expression of immune-related genes and recruiting effect immune cells.

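The transcripts of the released cytokines were few in these libraries. Ifng, on chromosome 10 from 118441046 to 118445892, had between 4 and 76 counts in P815-IFNG tumors of the light group and between 3 and 30 in the dark group. Its levels were 6.20 ± 7.52 and 1.18 ± 0.615 CPM (SD, n = 3), a log2 fold change of 2.43 (standard error 1.05, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, two-sided p = 0.2, where 0.1 is the smallest possible). It was 2.52 in the 10 libraries alone, 1.16 between the deep libraries, 0.65 without the first light replicate and 2.96 without the first dark replicate. In P815-M tumors of the light group Ifng had 1.45 ± 0.852 CPM, which gave a log2 fold change of 2.06 between the lines; this was 0.30 without the first P815-IFNG light replicate and 2.56 without the third. Cxcl10, on chromosome 5 from 92346638 to 92348889, had 16.3 ± 19.9 CPM in the light group and 3.34 ± 2.74 in the dark group. Its log2 fold change was 2.34 (standard error 1.20, exact permutation test, two-sided p = 0.4), and 0.51 without the first light replicate and 3.16 without the first dark replicate. Cxcl10 is uncertain because its exons overlap those of Art3 on the other strand. After ComBat-seq its log2 fold change was 2.38 and it was called. The knock-in sequence named for both cytokines had between 6 and 228 counts in the light group and between 6 and 126 in the dark group. Its levels were 4.21 ± 1.19 and 2.54 ± 0.458 CPM, a log2 fold change of 0.74 (standard error 0.82), with each light library above each dark one (exact permutation test, two-sided p = 0.1). In P815-M tumors it was at the floor, so that it was at least 2.91-fold higher in P815-IFNG tumors of the light group. The cassette and the endogenous genes share coding sequence, and reads that match both could have been left uncounted.

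**Figure D4:**
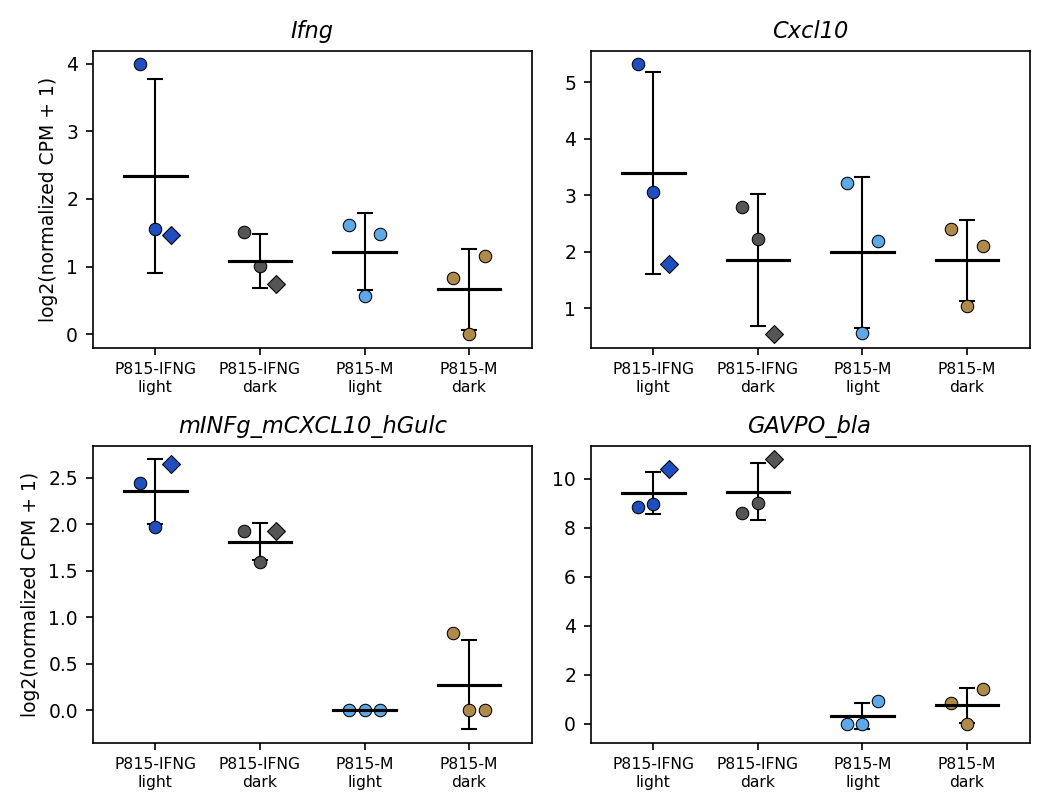
Normalized CPM on the scale log2(CPM + 1) of Ifng, Cxcl10, the knock-in cytokine sequence and the knock-in GAVPO sequence in the 12 libraries, with diamonds for the 2 deep libraries and bars for the mean and SD of each group (n = 3). The GAVPO sequence separates P815-IFNG from P815-M tumors in all libraries.

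Marker lists of immune cells were compared by the median log2 CPM of each list per library, which reflects expression and is not a count of cells. T cell genes had a level of 0.39 ± 0.89 in P815-IFNG light, 0.79 ± 1.70 in P815-IFNG dark, 1.30 ± 0.56 in P815-M light and 0.65 ± 0.80 in P815-M dark. The difference between light and dark in P815-IFNG tumors was -0.41 (exact permutation test, two-sided p = 0.8). It was -1.32 in the 10 libraries alone and 1.41 between the deep libraries, so the direction did not hold within both kinds of library. It was 0.38 without the first dark replicate. Dendritic cell genes were at 1.89 ± 0.38 in the light group and 2.34 ± 0.45 in the dark group, a difference of -0.44 (exact permutation test, two-sided p = 0.2). This was -0.59 in the 10 libraries alone, -0.13 between the deep libraries and -0.85 with the mean of the list in place of its median. With 1 library left out it ranged from -0.69 (without the third dark replicate) to -0.25 (without the second dark replicate). Cytotoxic effector genes differed by 0.10 (p = 0.9 from the same exact test), by -0.94 in the 10 libraries alone, by 2.18 between the deep libraries, and by -0.58 to 0.77 with 1 library left out. The level of macrophage and monocyte genes differed by -0.15 (exact permutation test, two-sided p = 0.7), by -0.29 in the 10 libraries alone and by 0.12 between the deep libraries. With 1 library left out it ranged from -0.58 (without the third dark replicate) to 0.14 (without the third light replicate). Against P815-M tumors of the light group, the differences were -0.91 for T cell, -0.56 for dendritic cell, -0.38 for cytotoxic effector and -0.46 for macrophage and monocyte genes (exact permutation tests, two-sided p between 0.2 and 0.8). Where 1 library was left out, they ranged from -1.36 to -0.47 for T cell, from -0.78 to -0.44 for dendritic cell, from -1.02 to 0.12 for cytotoxic effector and from -0.66 to -0.17 for macrophage and monocyte genes. The cytotoxic effector difference reversed without the first P815-M light replicate. Taken gene by gene, the median log2 fold change of this list was positive, and 0 with 4 genes at the floor set to their bound. Its direction therefore depends on the summary used.

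**Figure D5:**
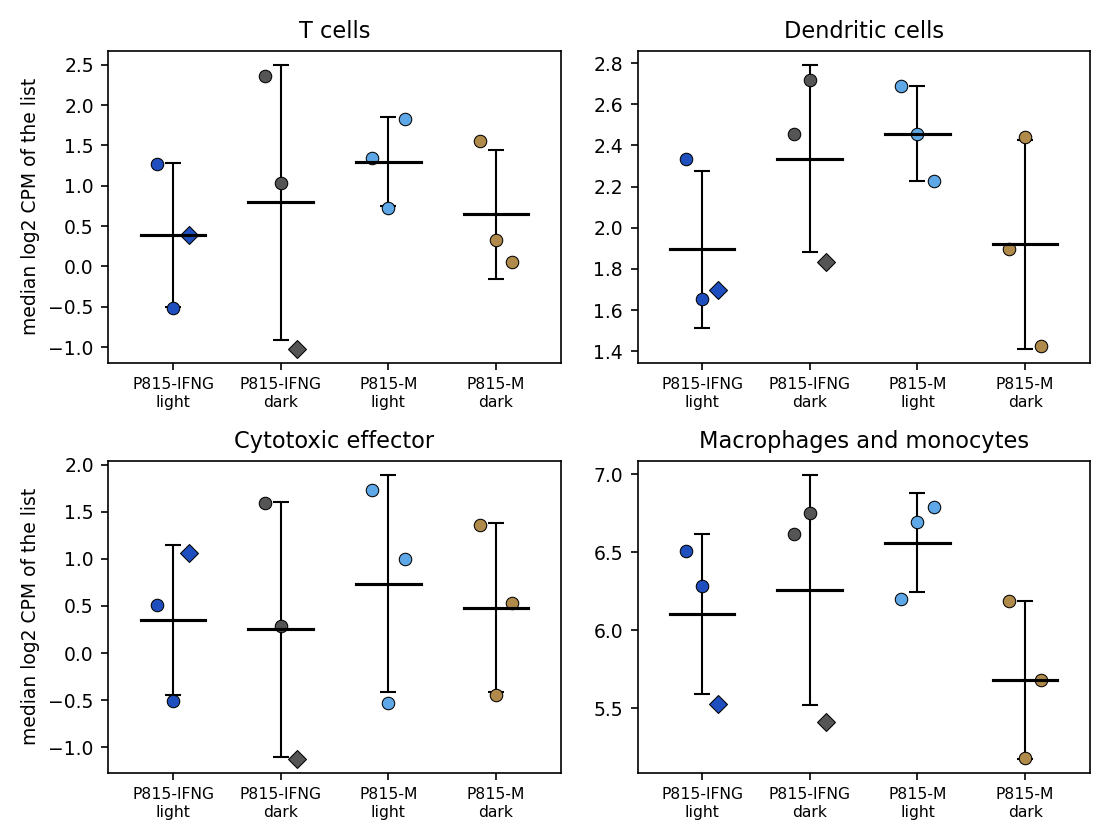
Levels of 4 lists of immune cell genes in the 12 libraries, as the median log2 CPM of each list, with diamonds for the 2 deep libraries and bars for the mean and SD of each group (n = 3). The light and dark libraries of P815-IFNG tumors overlap in all 4 lists.

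Among the genes of the proteins stained in Fig. 5a, b, Ly75 (the gene of DEC205) had 9.99 ± 5.71 CPM in P815-IFNG light and 11.5 ± 3.88 in P815-IFNG dark, a log2 fold change of -0.19 (standard error 0.52) that was 0.20 without the second light replicate. Cd3e had 0.590 ± 0.886 and 2.89 ± 3.08 CPM, Cd4 1.20 ± 0.767 and 3.34 ± 2.95, and Cd8a 0.916 ± 0.725 and 2.08 ± 3.31. Their log2 fold changes were -2.43, -1.41 and -1.30, with standard errors of 1.66, 1.24 and 1.84, and with exact permutation p of 0.3, 0.7 and 1. ComBat-seq turned those of Cd4 and Cd8a to 1.15 and 1.61, and that of Cd8a was 3.51 without the first dark replicate and -2.29 without the first light replicate. That of Cd3e ranged, with 1 library left out, from -4.37 (without the first light replicate) to -1.07 (without the first dark replicate), and that of Cd4 from -2.10 to -0.70. Cd3e and Ly75 overlap genes of the other strand and are uncertain. The paper concludes that the light-induced release of IFNG altered the tumor microenvironment and triggered regression. It names higher expression of immune-related genes and the recruitment of immune cells as the main route.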

Subsequently, we chose the NOD/ShiLtJGpt-Prkdc^em26Cd52^Il2rg^em26Cd22^/Gpt (NCG) mice to validate this conclusion. These triple immunodeficient mice lack mature and functional T cells, B cells, NK cells, and exhibit impaired macrophage and DCs function, making them an ideal animal model for immuno-oncology studies. According to Fig. 6, after 6-day illumination (Fig. 6a), the engineered tumors (P815-IFNG) showed a notable increase in both the light and dark groups (Fig. 6b), with no significant differences between the two groups. Additionally, the blood analysis indicated that light had a significant impact on reducing the number of neutrophils (Fig. 6e), but did not affect the count of WBC and lymphocytes (Fig. 6c, d). These results indicated neutrophils may involve in tumor progression in NCG mouse, as confirmed by RNA-seq analysis (Fig. 6f, g). Specifically, two genes (*Fcgr4 * and *Acod1* ) that are associated with neutrophil activation and antimicrobial response of innate immune cells were found to be upregulated in the tumors (P815-IFNG) of the light group.

**Fig. 6:**
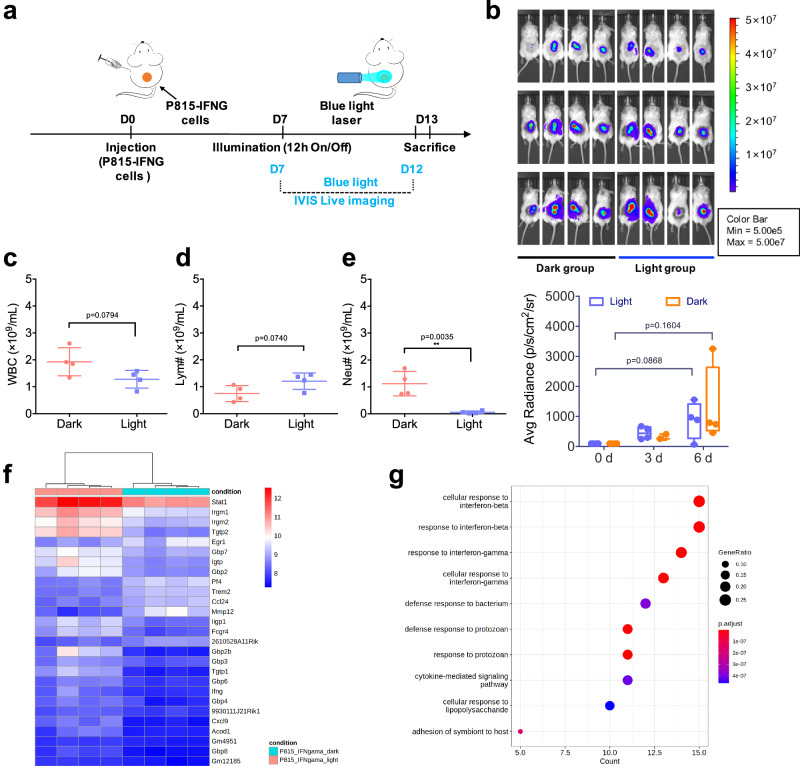
Triple immunodeficient murine tumor models illuminated by PSLC device. **a** Timeline of in vivo experiment using NCG mice bearing P815-IFNG tumors. **b** Representative BLI images of P815-IFNG tumor-bearing NCG mice were taken on different days (Day 0, Day 3, and Day 6) after illumination. Tumor size was quantified with average radiance value and compared with BLI signal at day 0 (the first day of illumination). **c–e** Blood analyses were performed after 6-day illumination, and the results show changes in the number of white blood cells (WBC) (**c**), lymphocytes (**d**), neutrophils (**e**) between light (2.5 mW cm^-2^) and dark groups. **f** The differentially expressed genes between engineered tumors (P815-IFNG) and control tumors (P815-M) in the light group (adjusted *p*-value ≤ 0.05 and the absolute value of the Log2 Fold Change ≥ 1), and **g** the GO enrichment analysis of differentially gene sets for various biological processes (qvalueCutoff = 0.05). Data presented as mean ± s.e.m (*n* = 4). Statistic significant was computed against the dark group or control group (Day 0) as *P < 0.05; **P < 0.01.

Additionally, despite observing a high level of gene expression associated with the positive regulation of immune-related molecules (such as *Stat1*, *Irgm*, *Gbp*, *Cxcl9*), and IFNG-related molecules (such as *Gbp*, *Igtp*, *Ligp1*, *Tgtp1* genes) in the light group, tumor growth was not inhibited due to the absence of effective immune cells in NCG mice. Therefore, by utilizing the triple immunodeficient NCG mice, we have further confirmed that the local released cytokines by light primarily elicit their anti-tumor effects by attracting and activating effect immune cells (such as T cells), which is the key step in light-controlled cytokines therapy in solid tumors.

## Discussion

As powerful small immunomodulatory proteins, the application of cytokines in cancer immunotherapy is limited by their pleiotropy, narrow therapeutic window, and short half-life in circulation^1^. Despite attempts by scientists to overcome these limitations, there are still barriers to effectively control the local expression of cytokines and induce sustained cellular responses in animals. However, the spatiotemporal control of gene expression is difficult to achieve with traditional biotechnologies due to the lack of appropriate tools. Fortunately, the rapid development of multidisciplinary optogenetics offers opportunities. It enables precise control of gene expression in space and time through highly tunable light. Based on this technique, we designed a PSLC device that enables wireless and non-invasive illumination, thus preventing animal restraint stress and unpredictable immune responses during experiments^35,36^.

To achieve targeted induction of cytokines in freely moving animals, the key step is real-time tracking. Here, we place a pre-labeled mouse in an acrylic cage (Supplementary Fig. 6a), and designate the whole black bottom of the cage as the field of view for the camera. Subsequently, animal images were captured and instantly transmitted to the computer for real-time display in the monitoring window. Furthermore, a self-developed interactive tracking program was utilized to morphologically process the images and generate animal moving trajectories, which were composed of the centroids of the target areas (Fig. 2c. red dot: calculated centroid). Next, the transformed centroid coordinates were promptly transmitted to the gimbal controller for laser pointing guidance. Ultimately, by fine-tuning the x, y, and z axis parameters, the targeted area could be accurately identified and illuminated. In brief, based on OpenCV, an open-source package in computer vision (CV), we developed an interactive tracking software for freely moving animals. This software is a handy tool for researchers with limited coding experience, as it realizes real-time tracking and displaying camera visions by simply turning on the software. The entire PSLC device was placed on a removable double-layer steel shelf, including optical tracking hardware, two power supplies, and a single-board computer (Supplementary Fig. 6b). The entire device can be sterilized with a UV lamp to maintain specific pathogen free (SPF) living conditions for animals. In conclusion, the optical tracking hardware and software of the PSLC device ensure targeted illumination of the animals, avoid restraint stress and implantation pain on the animals, and maintain their normal physiological functions during the experiment. At the same time, the software can be connected to control and monitor each cage independently anywhere via remote networking.

As we all know, not all cancer patients can benefit from immunotherapy, mainly due to immunotherapy resistance (or immune-cold tumors)^37,38^. Studies revealed that the major predictive factor of these ‘cold’ tumors is the lack of sufficient T cell infiltration and a T cell-inflamed gene expression profile in tumors^39,40^. Therefore, recruiting effector T cells into the tumor environment is a critical step for immunotherapy. Based on this and the PSLC device, we proposed constructing a light-controlled cytokine release system to enhance tumor-infiltrating immune cells. According to previous studies, the chemokine CXCL10 plays a predominant role in trafficking activated T lymphocytes (CD4 + T cells and CD8 + T cells) to the site of inflammation, through binding to its corresponding receptor CXCR3^31,41^. Elevated levels of CXCL10 were associated with tumor-infiltrating CXCR3+ immune cells, including activated T cells, macrophages, DCs, monocytes, and NK cells. That coincided with reduced tumor growth^41–43^. Subsequently, these activated immune cells produced IFNG, a cytokine that is categorized as a tissue modifier and highly correlated with the T cell-inflamed tumor microenvironment^44,45^. Moreover, the released IFNG in turn activates dendritic cells and macrophages to produce chemokines such as CXCL9 and CXCL10 to recruit additional CXCR3+ immune cells^44^. Based on these findings, we designed a light-controlled *Infg*-*Cxcl10* gene loop to manipulate the tumor microenvironment. Here, our results show that the positive feedback loop not only contributes to overcoming the immunosuppressive tumor microenvironment but also alters the composition of the immune macroenvironment. This, in turn, affects the tumor microenvironment and ultimately reduces tumor burden in animals.

Considering that long-term exposure to IFNG alters tumor phenotypes and a dose-dependent effect of IFNG in tumor microenvironment^29,46^, the *Ifng-Cxcl10* loop needs to be precisely regulated to avoid producing side effects. Using the PSLC device, we first achieved concentration- and time-dependent expression of target cytokines within tumors by light. However, considering that high-dose cytokines (e.g., IL-2, IL-12, TNF, and IFNG) treatments may cause cytokine storm, subsequently induce severe side effects and multi-organ dysfunction in animal models^47–49^. We here measured levels of several cytokines (e.g., IFNG, CXCL10, IL-6, and IL-10) that may associate with target cytokines or cytokine storm^50^, as well as circulating white blood cells (WBC) in animals that may be affected by the light or target cytokines. The results of the P815-IFNG tumor models displayed a significant increase in the transcriptional (Supplementary Fig. 3a) or translational (Fig. 4j) levels of murine IFNG and CXCL10 in the light group, rather than IL-6 or IL-10 (Fig. 4k, l). In addition, locally released CXCL10 recruits enhanced tumor-infiltrating immune cells in the tumor microenvironment (Fig. 5a, b), while sustained induction of IFNG leads to a T cell-inflamed gene expression profile in tumors^44^ (Fig. 5c, d). The results confirmed that this strategy of using light to control local cytokine expression levels effectively transforms “cold” tumors into “hot” tumors. Notably, the light group exhibited a reduction in tumor burden in animals while not inducing detectable autoimmunity, highlighting the convenient controllability of this system.

In conclusion, the utilization of this PSLC device allows us to determine the roles of cytokines and their synergistic effects in immunotherapy, thereby providing valuable evidence to support the clinical application of cytokine therapy. It is therefore a realistic expectation that light-based treatment could be used to treat tumors or other illnesses in the future. Nonetheless, despite the fact that we achieved the concept of using a beam of light to treat solid tumors in animal models, there are still some issues that need to be further addressed, such as the effects of different cytokines combinations, the tracking procedures for tumors at different locations, the definite exposure time of light and the improvement of PSLC device.

## Methods

### Plasmids construction

The lightON system includes two plasmids, A and B. Plasmid A is a light-sensing transcriptional activator GAVPO that contained a GAL4 DNA binding domain, a light-sensing VVD domain a p65 AD activation domain. Plasmid B is a lightON promoter (5×UAS) driven target genes (Fig. 1a). The original plasmids were gifts from Prof. Yi Yang^13^. The mRuby3 plasmid was a gift from Prof. Jun Chu. For light intensity, exposure time studies, and in vitro cytokines release assay, the light-induced transcriptional activator plasmid A1 (PB5- EF-1α -GAVPO-2A-Bla-PB3) was constructed by sub-cloning EF-1α promoter, GAVPO and blasticidin resistance gene (Bla) in a PiggyBac transposon backbone^51^. In contrast, the lightON plasmid B1 (PB5-5×UAS-mRuby-2A-ILs-PB3) was constructed by assembling 5×UAS, mRuby3, and selected interleukins (ILs) with another PiggyBac backbone (Fig. 1a). For in vivo studies, plasmid B2 (PB5-5×UAS-*Ifng* -2A- *Cxcl10*-hGluc-PB3) was constructed by sub-cloning murine *Ifng*, *Cxcl10*, and humanized form of Gaussia luciferase (hGluc)^52^ into PiggyBac backbone (Fig. 1a). Besides, the control plasmid C (PB5- EF-1α -mRuby-2A-Fluc-PB3) was constructed by sub-cloning mRuby3 and firefly luciferase (Fluc) into a PiggyBac backbone plasmid.

### Engineered cell lines

The murine mastocytoma cell line P815 was obtained from the Type Culture Collection of the Chinese Academy of Sciences, and performed mycoplasma detection and cell line authentication. P815 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS, HyClone,) at 37 °C under 5% CO_2_. In the illuminating experiments, stably transfected P815 cell with GAVPO and lightON-mRuby-ILs was generated for in vitro studies. Specifically, P815 cells were co-transfected with 450 ng plasmid A1, 450 ng plasmid B1, and 100 ng PGK-transposase plasmids. After 24 h, the cells were further selected with 10 μg mL^-1^ blasticidin (Thermo Fisher Scientific) for another 3 days. Subsequently, these cells were illuminated with blue light (100 μW cm^-2^) for 24 hours, and single-cell clones that only expressing mRuby were sorted into 96-well plates by BD FACSAria SORP. Finally, the single-cell clone with higher levels of mRuby and normal growth ratio was selected and named P815-M-ILs. For in vivo studies, stably transfected P815 cells with GAVPO, lightON-*Ifng*-*Cxcl10*-hGluc and mRuby-Fluc were generated, by co-transfection with 300 ng plasmid A1, 300 ng plasmid B2, 300 ng plasmid C, and 100 ng PGK-transposase plasmids. Similarly, single-cell clones were sorted into 96-well plates and cultured for another 7 days. Before detecting the hGluc activity, each single-cell clone was illuminated with blue light for 24 hours. Ultimately, one single-cell clone, named P815-IFNG was selected for its higher hGluc activity. Besides, as a control cell line, stably transfected P815 cells with mRuby-Fluc were generated with co-transfected with 300 ng plasmid C and 100 ng PGK-transposase plasmids, and the single-cell clone that has a normal growth ratio and expressing mRuby protein was selected, named P815-M. These cell lines were also performed for mycoplasma detection in our laboratory.

### Mice

Animal protocols and procedures were approved by the Laboratory Animal Welfare and Ethics Committee, Southern University of Science and Technology (approval number: SUSTC-2019-104). We have complied with all relevant ethical regulations for animal use. Both male and female DBA/2 mice (6-8 weeks old, specific-free) were purchased from Charles River (Beijing, China), whereas NCG mice of the same age were obtained from GemPharmatech (Guangdong, China). After arrival, animals were maintained in our laboratory animal center to acclimatize for two weeks prior to experimentation. These animals had free access to food and water at a constant temperature (20 ± 1°) and a 12/12 h light/dark cycle.

### In vitro illumination experiment

P815-M-ILs cells (5 × 10^4^ cells per well) were seeded in 24-well μ-plate (ibidi GmbH, Germany). After 24 h, the plate was placed in a 24-channel illumination apparatus (Fig. 1b) with a water cooling pump to ensure cells were cultured at 37 °C. For light intensity studies, a light intensities file (range from 0 to 1000 μW cm^-2^) for 24 wells was generated from MATLAB software (MathWorks, USA), and then loaded into the custom Python code to control the apparatus for 48 hours. While for the duration of light studies, an illuminating time file (range from 0 to 60 h) was generated and used to control the apparatus under the optimal intensity.

### Flow cytometry assay

After 48 h illumination, the stably-transfected P815-mRuby-ILs cells were collected and filtered through a 40 μm cell strainer (BD Falcon) to remove clumps, and further analyzed with a Beckman Cytoflex S cytometer (Brea, US). To ensure the reproducibility of the measurements, we always use fluorescent calibration beads (Sphero Rainbow calibration beads 6 peaks; Catalog no. RCP-60-5; Spherotech) to adjust the instrumentation parameters. After that, the flow cytometry data were analyzed with FlowJo V10 software (Ashland, US) with the gating shown in Supplementary Fig. 7. The mean fluorescent intensity of light inducible reporter (red fluorescent protein, mRuby) in P815-mRuby-ILs cells was calculated.

### Quantitative reverse transcription PCR (RT-qPCR) analysis

Total RNA was extracted from cells at designed time points (0, 12, 24, and 48 h after illumination), or homogenized tumor tissues from mice (after 3 or 6 days of illumination) with Rneasy Mini Kit (Qiagen, Germany) following the manufacturer’s instructions. cDNA was generated by reverse transcription (PremixScript™ RT Master Mix, RR036A, TAKARA) with oligo (dT) primers, with the same amount of template RNA. Quantitative RCR (qPCR) was performed with SYBR ® Premix Ex Taq™ II (RR820A, TAKARA) and a CFX96 Touch Real-Time PCR Detection System (Bio-Rad, USA). The mRNA expression levels of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were used as an internal control for target genes, and the ^ΔΔ^C_t_ method was used to normalize and calculate fold changes of mRNA. Primers are listed in Supplementary Table 1.

### Cytokines and chemokines analysis

Cell supernatants from in vitro studies were collected at designed time points (0, 12, 24, 48, and 72 h after illumination) to quantify cytokines and chemokines with murine CXCL10 and IFNG ELISA kit (BOSTER, China). Meanwhile, plasma samples from in vivo studies were collected after 6-day illumination, and measured with LEGENDplex™ mouse anti-virus response panel (Biolegend, USA) following the manufacturer’s instructions.

### Immunofluorescence (IF)

Tumor tissues were resected from mice and then fixed with 4% paraformaldehyde (PFA, P1110, Solarbio) at 4 °C overnight. Subsequently, tumor tissues were dehydrated in 15–30% sucrose solution for 3 days, and immersed in O.C.T (Sakura Finetek) for snap-frozen. Then, these samples were cryosectioned at 8 μm with Cryostat (CryoStar NX50, Thermo Fisher Scientific). After antigen retrieval with Quick Antigen Retrieval Solution for Cell Section (C1035, Solarbio), slides were blocking with 5% murine serum for 2 h at RT, then incubated with different primary antibodies (1:300) in blocked solution at 4 °C overnight, including anti-DEC205 antibody (138201, BioLegend), anti-CD3 antibody (clone 17A2, 70-0032-U100, TONBO biosciences), anti-CD4 antibody (clone GK 1.5, 14-0041-82, Thermo Fisher Scientific), anti-CD8α antibody (clone 53-6.7, 14-0081-82, Thermo Fisher Scientific)^53^. After that, slides were washed with PBS, and continued to incubate with different secondary antibodies for 1 h at RT, including Alexa Flour ®488 mouse anti-Rat IgG 2a (1:1200, clone 2 A 8F4, ab172332, Abcam) and Alexa Flour ®647 anti-Rat IgG 2b (1:500, clone 2B 10A2, ab172335, Abcam). Then, the nucleus was stained with DAPI (Thermo Fisher Scientific) for 5 min before confocal imaging. Microscopic analysis for IF staining samples were conducted with Nikon Confocal A1R with FLIM microscope (A1R+Symp64, 20X dry or100X oil objectives), and each fluorescent dye was analyzed with Imaris Viewer (Bitplane, Switzerland).

### Design and engineering of portable smart blue-light controlled (PSLC) device

The PSLC device comprises two programmable DC power supplies (DP832, RIGOL, China), acrylic illumination cage (20 × 20 × 35 cm, with ventilated rails and water bottle snap), optical tracing hardware, and control software with a graphical user interface (GUI) that was running on a single-board computer (Fig. 2a). As shown in Fig. 2a, the transparent acrylic illumination cage (20 × 20 × 35 cm) was designed and custom-made (Oudike, China) for freely moving animals, and equipped with ventilated rails and water bottle snaps. For optical tracing hardware, we first built a 2-axis gimbal that included a brushless gimbal motor (HT3505, HAITAI) with a magnetic encoder (AS5048A, HAITAI). The gimbal was subsequently equipped with a laser diode (HSBD22-450AD100, HS, China), and a gimbal controller (simpleBGC 32-bit, BASECAM) with an inertial measurement unit (IMU). Then, the entire gimbal platform and camera (RER-USBFHD06H-LS36, RERVISION, China) were fixed on the customized gantry-like aluminum frame (21 × 21 × 33 cm). Specifically, the gimbal controller and motors were connected with power lines and encoder data cables. The calibration in 6 directions of IMU was performed to let the accelerometer find the gravity direction, so that the gimbal controller could level the pitch axis automatically. While for the yaw axis, we overcame the yaw drift caused by lack of reference, by setting the original angle parallel to the aluminum frame on the magnetic encoder in the motor. To connect computer vision recognition of mouse position to gimbal angel, the x-y position data was converted into 3-dimensional polar coordinates through trigonometric function, and calibrated with a red rubber cap (keyboard switch cap). The laser can point to where the red marker is located with minimum delay by setting these parameters. Then, mice were labeled and placed in the cages for further testing, and parameters were adjusted to optimize the tracking of animals. In addition, the control panel ran a proportion-integral-derivative (PID) auto-tune program for the brushless motors to keep self-stabilizing during the operating state.

To facilitate researchers with limited coding experience to use the PSLC device, a control software with a graphical user interface (GUI) was developed to start programs, set illuminating periods, monitor animal behaviors, and review program logs on a single-board computer. Meanwhile, any computer or mobile phone can connect it for real-time monitoring through remote networking.

### In vivo illumination experiment

DBA/2 mice (8–10 weeks, 20–25 g in weight) were used in illumination experiments. One million engineered P815-IFNG or P815-M cells were collected, washed, and suspended in 100 μL PBS, and subsequently implanted subcutaneously into the backs of DBA/2 mice (9–10 weeks) (Day 0). Seven days later (Day 7), all experimental mice (*n* = 8) were randomly assigned to groups that were illuminated with (light group, *n* = 4) or without blue light (dark group; *n* = 4). Subsequently, the mice in the light group were housed individually in light-controlled cages (20 × 20 × 35 cm, Fig. 2a) with free water and food supply. Every three days, these cages were cleaned, and all experimental mice were used for in vivo bioluminescence imaging. After another 7 days (Day 14), all the mice were sacrificed, the blood samples were collected for whole blood analysis and plasma separation, while the tumor tissues were removed for RNA extraction.

### In vivo imaging

In vivo bioluminescent imaging (BLI) of live animals was carried out with the IVIS® Spectrum Imaging System (PerkinElmer). Mice were anesthetized by inhalation of a mixture gas (isoflurane and oxygen) via XGI-8 Gas Anesthesia System. Before imaging, D-Luciferin (YEASEN, 3 mg per mouse) was injected intraperitoneally into each mouse, and the bioluminescence signals were obtained after 15 minutes. The signal intensity of the interest region was analyzed with Living Image software, and each image data was normalized and displayed based on the color intensity.

### RNA-seq analysis

The removed tumor tissues were frozen with liquid nitrogen as soon as possible. Total RNA was extracted, quantified, and sequenced on an Illumina HiSeq X Ten platform in OE Biotech Co., Ltd. (Shanghai, China). 

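The counts of the single-tumor experiment hold 3 rows for knock-in sequences, which serve as a check on the labels of the libraries. GAVPO_bla, named for the light-switchable transactivator, had between 429 and 537 CPM of the library total in 4 libraries of P815-IFNG tumors. It had 1393 and 1887 in the deep light and dark libraries, and at most 1.56 in the 6 libraries of P815-M tumors. In the light group it was at least 530-fold higher in P815-IFNG than in P815-M tumors, where its counts were at or under the floor. The deep light library raised the mean behind this bound, which would be lower without it, as the first and second light replicates had 452 and 468 CPM. In the dark group its log2 fold change was 10.03 (standard error 1.25, adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts in the P815-M dark libraries were between 0 and 4, near the floor, so the size of this value is uncertain. The row mRuby3_luciferase was present in both lines, at 120 ± 42.4 normalized CPM (SD, n = 3) in P815-IFNG light, 123 ± 94.2 in P815-IFNG dark, 45.4 ± 7.43 in P815-M light and 71.8 ± 4.31 in P815-M dark. Every P815-M library of the light group lay below every one of the dark group, with a log2 fold change of -0.66 (exact permutation test, two-sided p = 0.1, the smallest possible). By the GAVPO sequence, each library carried the tumor line of its label.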

For RNA sequencing preprocessing, the sequences and annotations of the knock-in genes were added into the mouse mm10 reference genome to build the reference genome for engineered murine tumor cells. Raw FASTQ sequencing reads were filtered and corrected by the Fastp (v0.20.1) with default parameters to get the clean reads and quality reports. Clean reads were splice-aware aligned to the reference genome using STAR (v2.7.9a) and counted using HTSeq (v0.13.5) with default parameters. The counts of the mitochondrial genes in all samples were removed. The ComBat-seq tool in the sva R package (v3.40.0) was used to adjust the batch effect in the counts.

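The text does not name the batches used for this step. When the 2 deep libraries were set as a batch and the groups as the biological covariate, counts of interferon-induced genes in the third P815-IFNG light library rose. Iigp1 went from 2788 to 22920 counts in that library and from 101 to 552 in the third P815-IFNG dark library. In the first and second P815-IFNG light libraries it went from 683 to 546 and from 278 to 271. Gbp4 went from 1220 to 14829 and from 28 to 199 in the deep light and dark libraries. On these adjusted counts, 122 genes were called between the light and dark groups of P815-IFNG tumors and 235 between those of P815-M tumors.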

For differential gene expression and enrichment analysis, the genes with a total count <10 reads were removed prior to identifying differentially expressed genes using DESeq2 R package (v1.32.0) and IHW R package (v1.20.0) with default parameters. Genes are considered significantly differentially expressed if the Benjamini-Hochberg adjusted p-value ≤0.05 and the absolute value of the Log2 Fold Change ≥1. The differentially expressed genes between the P815-IFNG and P815-M in the light group were filtered with the genes that were also identified differentially in the dark group. Moreover, the differentially expressed genes in P815-IFNG tumors between the light and dark groups were filtered with the genes that were also identified differentially in P815-M tumors between the light and dark groups. The GO Enrichment Analysis of the filtered differentially gene sets for the biological process was conducted using clusterProfiler R package (v4.0.5) with the qvalueCutoff = 0.05.

### Statistics and reproducibility

The measurements were taken from distinct samples, and the sample sizes were described in each figure legend. Data are presented as mean ± s.e.m. Statistical analysis was performed using Student’s unpaired t-test (two-tailed) by GraphPad Prism (version 7), and a *p*-value < 0.05 was considered significant.

### Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work the authors used ChatGPT in order to improve readability and language. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2.

Supplementary Movie 1 (Tracking)

Supplementary Movie 2 (Illuminating)

Lasing Reporting Summary

Reporting summary

## Data Availability

The source data for main graphs can be found in Supplementary Data 1, while the source data for supplementary information can be found in Supplementary Data 2. The raw data of RNA-seq and processed data files have been deposited in the NCBI GEO under the accession-number GSE214760, and the analysis code at https://github.com/QBioLab/Cancer-treatment-project-hui-rong. Other data, such as the real-time tracking and analytical datasets that are too large to be publicly shared, yet they are available from the corresponding author, upon reasonable request.

# Supplementary material for: Reshaping tumor microenvironment by regulating local cytokines expression with a portable smart blue-light controlled device
**Source:** Commun Biol. 2024 Jul 29;7:916. doi: 10.1038/s42003-024-06566-y
**Supplement:** Supplementary file 1 — Supplementary information

# **Reshaping tumor microenvironment by regulating local cytokines expression with a portable smart blue-light controlled device**

**Hui Rong Wang<sup>a,c \*</sup>, Yi Zhang<sup>d</sup>, Yue Jian Mo<sup>b,c</sup>,**

**Zhan Zhang<sup>c</sup>, Rui Chen<sup>c</sup>, Xi Bin Lu<sup>c</sup>, Wei Huang<sup>b,c \*</sup>**

## Supplementary Figures

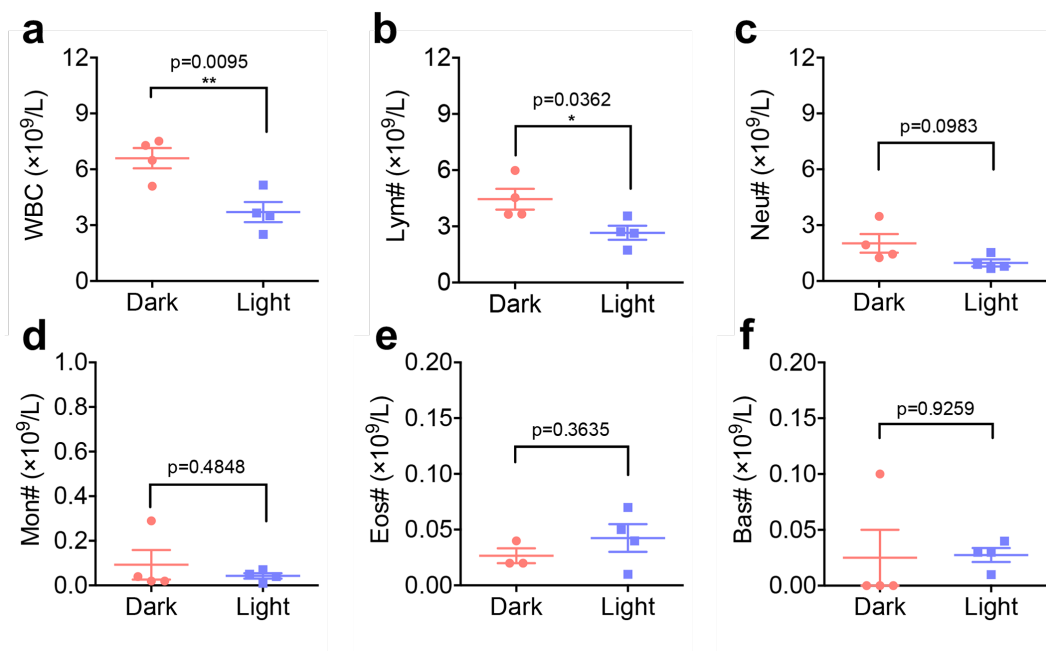

**Supplementary Figure 1. Blood analyses of engineered (P815-IFNG) mouse tumor models illuminated by PSLC device.** Blood analyses were performed after 6-day illumination, and the results show changes in the number of white blood cells (WBC) (a), lymphocytes (b), neutrophils (c), monocytes (d), eosinophils (e), and basophils (f) between light ( $2.5 \text{ mW cm}^{-2}$ ) and dark groups. Data are shown as mean  $\pm$  s.e.m (n=4). Statistic significant was computed against the control group with \*  $P < 0.05$ , \*\* $P < 0.01$ .

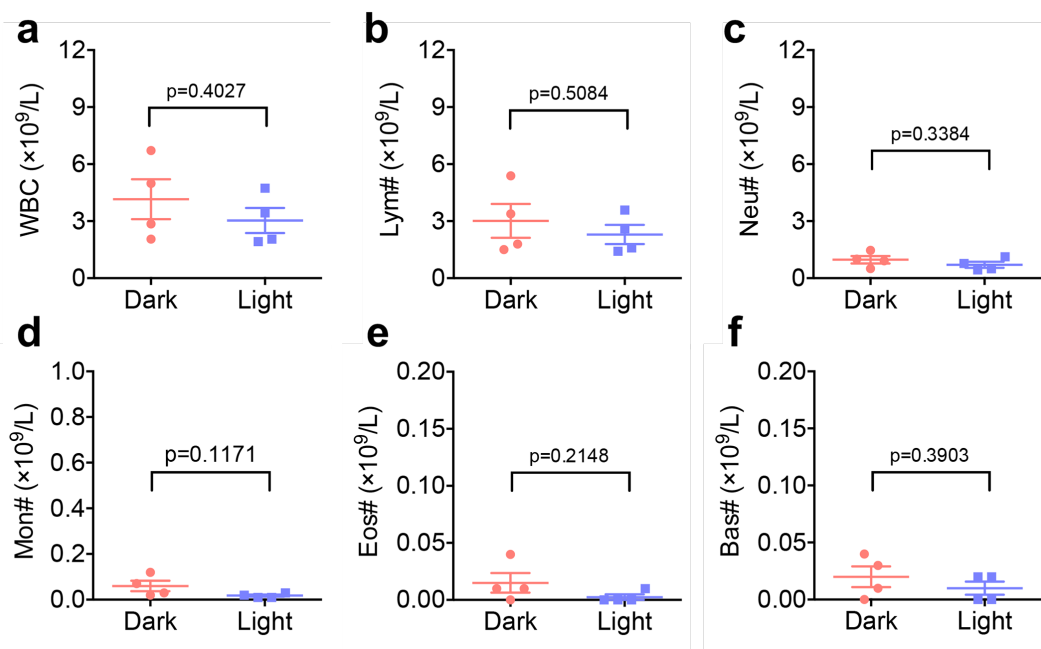

**Supplementary Figure 2. Blood analyses of normal (P815-M) mouse tumor models illuminated by PSLC device.** Blood analyses were performed after 6-day illumination, and the results show changes in the number of white blood cells (WBC) (a), lymphocytes (b), neutrophils (c), monocytes (d), eosinophils (e), and basophils (f) between light ( $2.5 \text{ mW cm}^{-2}$ ) and dark groups. Data are shown as mean  $\pm$  s.e.m (n=4). Statistic significant was computed against the control group.

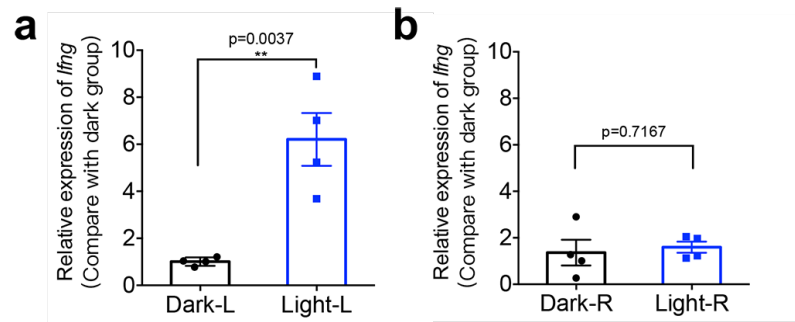

**Supplementary Figure 3. The relative mRNA expression levels of *Ifng*.** After 6-day illumination, tumor tissues were resected from these bilateral-tumor-bearing DBA/2 mice, with P815-IFNG tumors in the left (L) and P815-M tumors in the right (R), to analyze the mRNA expression levels of *Ifng*. The mRNA expression levels of *Ifng* in P815-IFNG tumors (a), and P815-M tumors (b) between the light and dark group (n=4), with \*  $P < 0.05$ , \*\*  $P < 0.01$ .

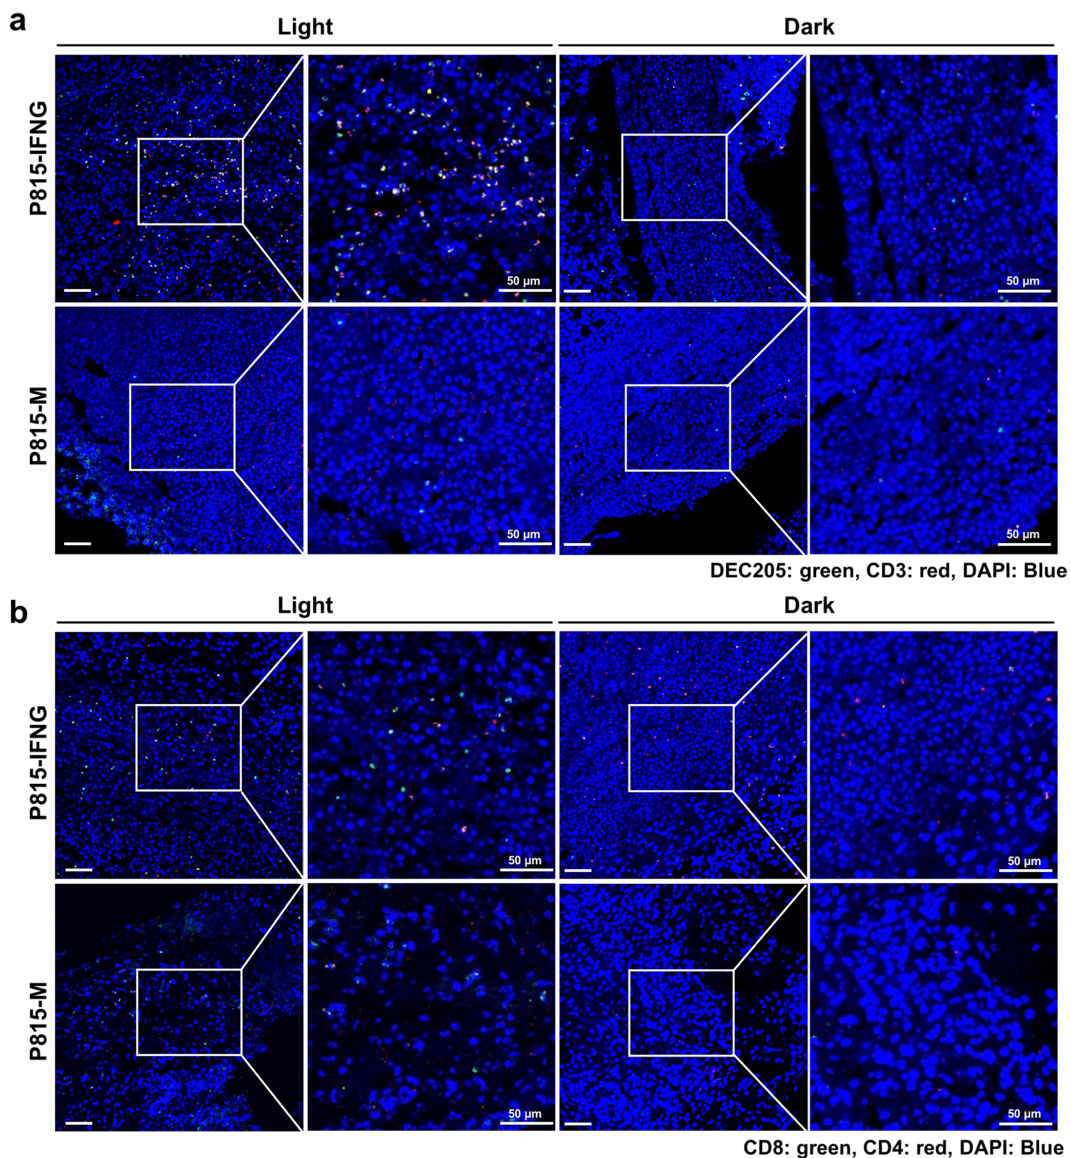

**Supplementary Figure 4. Immunofluorescence (IF) staining of tumors from bilateral-tumor-bearing mice.**

After 6-day illumination, tumor tissues were resected from these P815-IFNG and P815-M bilateral-tumor-bearing DBA/2 mice, to analyze the infiltration of T cells and DCs. **a**. Tumor slices were stained with combinations of anti-DEC205 antibody and anti-CD3 antibody, or combinations of anti-CD8 antibody and anti-CD4 antibody (**b**). The nuclei of tumor slices were stained with DAPI and imaged using confocal fluorescent microscope with a 100X objective. Representative images from three independent experiments are shown (scar bar = 50μm).

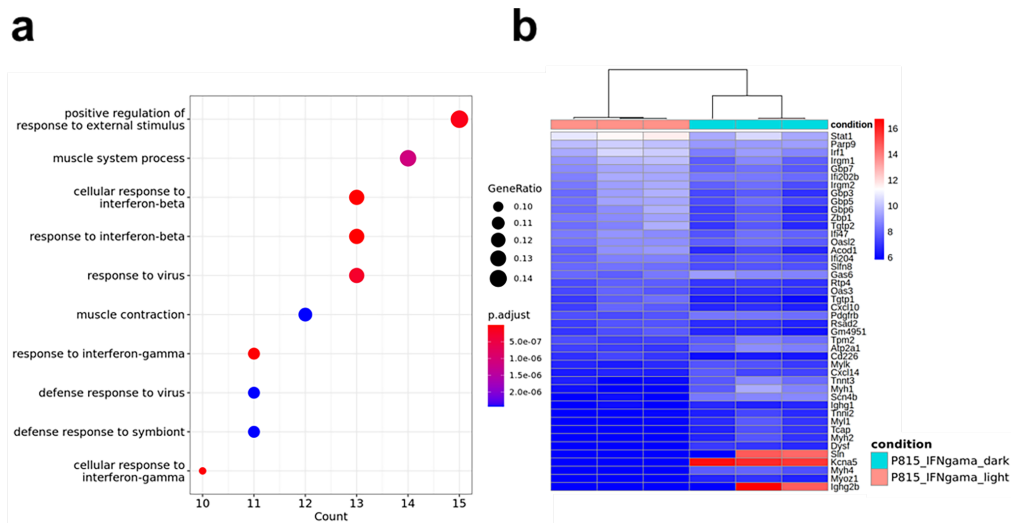

**Supplementary Figure 5. RNA-seq analysis of tumors from single-tumor-bearing mice.** After 6-day illumination, tumor tissues were resected from single-tumor-bearing DBA/2 mice (P815-IFNG) to analyze the gene expression profile. **a**. The GO enrichment analysis of differentially gene sets for various biological processes (qvalueCutoff = 0.05), and (**b**) the differentially expressed genes in engineered tumors (P815-IFNG) between the dark group and light groups (adjusted p-value  $\leq 0.05$  and the absolute value of the Log2 Fold Change  $\geq 1$ ). Representative images from three mice in each group (n=3) are shown.

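For the comparison in Supplementary Fig. 5, 0 genes were called between the light and dark groups of P815-IFNG tumors, with 409 at an unadjusted p under 0.05, fewer than chance would give. In P815-M tumors 0 genes were called as well, with 510 at an unadjusted p under 0.05, so the filter had nothing to remove. This fit held both kinds of library without a batch term. Its estimated common dispersion was 0.382, against 0.0506 with the term. On simulated counts with both kinds it recovered 24 of 200 genes changed 4-fold. The counts of 0 therefore do not show that light had no effect. The P815-M libraries are all of the same kind and gave 244 genes when only they were fitted. After ComBat-seq, 114 genes remained once those called in P815-M tumors were filtered out. With batch as a term of the model, 2 genes were called in P815-IFNG tumors and 194 in P815-M tumors. A fit with the replicate number as a block and only the libraries compared was added after the data were seen. It called 110 genes in P815-IFNG tumors and 213 in P815-M tumors, and 88 remained after the filter.
Of the 44 genes shown in Supplementary Fig. 5b, 41 were tested. The other 3 fell under the minimum total count, with 9 counts over the 12 libraries for Kcna5, 5 for Sln and 8 for Ighg2b. Of the 41 genes, 24 were higher in the light group and 17 lower. Over all genes 0 were called; adjusted over the list alone 17 were, a count that is not independent evidence since the study chose the list on these samples. After ComBat-seq, 34 of the 44 genes were called and kept by the filter. With the replicate number as a block and only the libraries compared, 32 were. The median log2 fold change of the list was 1.08 (limma's camera test, adjusted p = 0.0351), with 0.98 in the 10 libraries alone (adjusted p = 0.233) and 1.47 between the deep libraries. The list holds genes of both directions that the study chose on these samples, so these p are not independent evidence either. Zbp1 was higher in every light library, at 43.0 ± 14.5 CPM (SD, n = 3) against 13.4 ± 12.4, with a log2 fold change of 1.71 (standard error 0.67, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Many genes of the figure with lower levels in the light group are genes of skeletal muscle. Myh4 had 0 counts in all 3 light libraries and between 40 and 988 in the dark ones, so that it was at least 20.2-fold lower in the light group. A list of 25 skeletal muscle genes, of which 10 are in the figure, had a median log2 fold change of -2.85 (limma's camera test, adjusted p = 2.46e-16), with 23 genes lower, and -2.78 with 6 genes near 0 counts set to their bound. It was -2.75 in the 10 libraries alone and -2.68 between the deep libraries. With 1 library left out it ranged from -3.29 (without the second dark replicate) to -1.77 (without the first). The level of the list was 0.47 ± 0.91 log2 CPM in the light group and 3.51 ± 0.95 in the dark group (exact permutation test, two-sided p = 0.1, the smallest possible). In P815-M tumors it was 1.97 ± 2.17 and 1.90 ± 1.88. The study chose the 10 genes in the figure on these samples, so the p of the list is not independent evidence. It also did not hold under fry or with an estimated correlation. For the 10 most abundant list genes outside the figure, median levels were 3.64, 3.28 and 1.66 log2 CPM in the P815-IFNG light libraries. In the dark ones they were 5.36, 3.79 and 2.76. The third value of each group is from its deep library. Across both kinds of library the groups overlapped, while within each kind the light values lay below the dark ones. Each kind holds too few libraries for a test.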

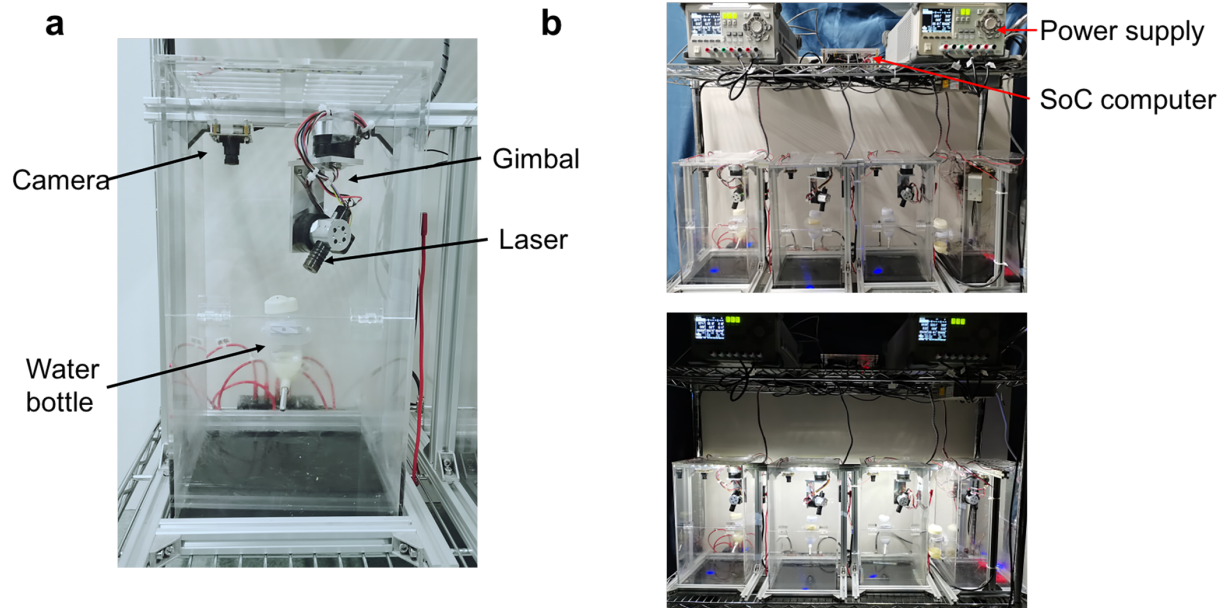

**Supplementary Figure 6. Illustration of portable smart light-controllable (PSLC) device in action.** **a**. The acrylic cage (with water bottle) that equipped with light control hardware. **b**. The entire set of PSLC device, with two power supplies and a microcomputer (upper panel), PSLC device in working condition (lower panel, without mice).

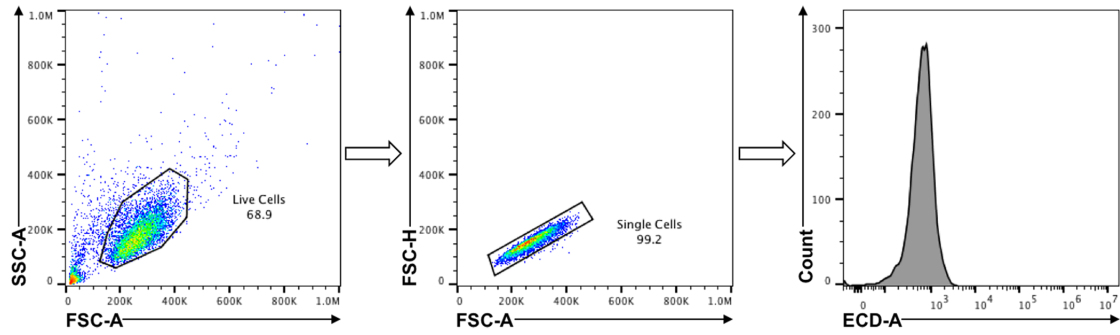

### Supplementary Figure 7. Gating strategy for analyzing flow cytometry data.

The stably-transfected P815-M-ILs cells were used for in vitro experiments. After illumination, P815-mRuby-ILs cells were collected from the 24-well plate, filtered through a 40  $\mu\text{m}$  cell strainer to remove clumps, and analyzed with a Beckman Cytoflex S cytometer. The total events are set to 10000/sample. After that, the data was exported and analyzed with FlowJo software. The live cells (68.9% of total events) were captured by forward and side scatter gating (FSC-A and SSC-A), to remove the debris and cell fragments. Subsequently, in a plot of the area versus the height measurement (FSC-A and FSC-H), the single cells were gated (99.2% of live cells), and removed doublet or “clump” cells. Then, the median fluorescent intensity of reporter (mRuby, ECD channel) was calculated from the subset of single cells. Because the red fluorescent protein (mRuby) is a light inducible reporter in P815-mRuby-ILs cells.

## Supplementary Table

**Supplementary Table 1. Primer sequence for qPCR.**

| <b>Gene</b>   | <b>Forward primers (5'-3')</b> | <b>Reverse primers (5'-3')</b> |
|---------------|--------------------------------|--------------------------------|
| <i>Gapdh</i>  | CGACTTCAACAGCAACTCCCACTCTTCC   | TGGGTGGTCCAGGGTTTCTTACTCCTT    |
| <i>Ifng</i>   | CGGCACAGTCATTGAAAGCCTA         | GTTGCTGATGGCCTGATTGTC          |
| <i>Cxcl10</i> | ATCATCCCTGCGAGCCTATCCT         | GACCTTTTTTGGCTAAACGCTTTC       |

# Supplementary material for: Reshaping tumor microenvironment by regulating local cytokines expression with a portable smart blue-light controlled device
**Source:** Commun Biol. 2024 Jul 29;7:916. doi: 10.1038/s42003-024-06566-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1.

Description: The source data behind the graphs in the main paper.

File name: Supplementary Data 2.

Description: The source data behind the graphs in the supplementary information.

File name: Supplementary Movie 1 (Tracking).

Description: The real-time tracking of target area of mice with PSLC device.

File name: Supplementary Movie 2 (Illuminating).

Description: The real-time illuminating of target area of mice with PSLC device.

# Supplementary material for: Reshaping tumor microenvironment by regulating local cytokines expression with a portable smart blue-light controlled device
**Source:** Commun Biol. 2024 Jul 29;7:916. doi: 10.1038/s42003-024-06566-y
**Supplement:** Supplementary file 7 — Lasing Reporting Summary

## Lasing Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form is intended for publication with all accepted papers reporting claims of lasing and provides structure for consistency and transparency in reporting. Some list items might not apply to an individual manuscript, but all fields must be completed for clarity.

For further information on Nature Research policies, including our [data availability policy](#), see [Authors & Referees](#).

### ► Experimental design

#### Please check: are the following details reported in the manuscript?

##### 1. Threshold

Plots of device output power versus pump power over a wide range of values indicating a clear threshold

☐ Yes

☒ No

##### 2. Linewidth narrowing

Plots of spectral power density for the emission at pump powers below, around, and above the lasing threshold, indicating a clear linewidth narrowing at threshold

☐ Yes

☒ No

Resolution of the spectrometer used to make spectral measurements

☐ Yes

☒ No

##### 3. Coherent emission

Measurements of the coherence and/or polarization of the emission

☐ Yes

☒ No

##### 4. Beam spatial profile

Image and/or measurement of the spatial shape and profile of the emission, showing a well-defined beam above threshold

☐ Yes

☒ No

##### 5. Operating conditions

Description of the laser and pumping conditions  
*Continuous-wave, pulsed, temperature of operation*

☒ Yes

☐ No

Threshold values provided as density values (e.g. W cm<sup>-2</sup> or J cm<sup>-2</sup>) taking into account the area of the device

☒ Yes

☐ No

##### 6. Alternative explanations

Reasoning as to why alternative explanations have been ruled out as responsible for the emission characteristics  
*e.g. amplified spontaneous, directional scattering; modification of fluorescence spectrum by the cavity*

☐ Yes

☒ No

##### 7. Theoretical analysis

Theoretical analysis that ensures that the experimental values measured are realistic and reasonable  
*e.g. laser threshold, linewidth, cavity gain-loss, efficiency*

☐ Yes

☒ No

##### 8. Statistics

Number of devices fabricated and tested

☒ Yes

☐ No

Statistical analysis of the device performance and lifetime (time to failure)

☐ Yes

☒ No

# Supplementary material for: Reshaping tumor microenvironment by regulating local cytokines expression with a portable smart blue-light controlled device
**Source:** Commun Biol. 2024 Jul 29;7:916. doi: 10.1038/s42003-024-06566-y
**Supplement:** Supplementary file 8 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | A description of the software and code has been included in the Methods. Initial processing of imaged data was performed using a package of OpenCV, an open-source tool with basic methods in computer vision, in python language. Subsequently, a color mask is generated by an algorithm to recognize the labeled color of these pictures. The python codes for computer vision tracking and pointing can be found in GitHub: <a href="https://github.com/QBioLab/let-there-be-light">https://github.com/QBioLab/let-there-be-light</a> . |
| Data analysis   | The color mask must undergo a morphology procession, including erosion and dilation. It creates a simple and clear mask image for recognizing the contour of blocks. Then, the centroid of a block is calculated frame-by-frame, creating a continuous track of the target sites in animals. Finally, the centroid is calculated and converted to coordinates, and sent to the gimbal controller to guide the laser diode directivity.                                                                                                      |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The source data for main graphs can be found in Supplementary Data 1, while the source data for supplementary information can be found in Supplementary Data 2. The raw data of RNA-seq and processed data files have been deposited in the NCBI GEO under the accession-number GSE214760, and the analysis code at <https://github.com/QBioLab/Cancer-treatment-project-hui-rong>. Other data, such as the real-time tracking and analytical datasets that are too large to be publicly shared, yet they are available from the corresponding author, upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Through the optical tracking hardware and software combination, up to 4 mice could be individually illuminated simultaneously in this apparatus. Therefore, animal data were collected from 3-4 mice in each group, based on the 3Rs of animal research and the minimal amount of mice required to detect significance. The sample size for the number of injection cells was 100 million cells/mouse, which was based on the literature review and preliminary experiments to establish a quickly tumor-growing model.

### Data exclusions

Occasionally, a tumor-bearing mouse mostly stayed at the edge of the cage, and the tumor site was partially blocked. This scenario would interfere with the tumor recognition algorithm. The tracking software records all the raw images, tumor recognition. These records helped identify these mice and exclude them from analysis.

### Replication

Each experiment presented in the paper was repeated in multiple animals (between 3 and 4 mice in each group). Although a few animals were

|               |                                                                                                                                                                                                                  |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | excluded for analysis due to optical tracking hardware instability (see Data exclusions). The experimental effects were consistent, and all the results in the paper came from the analysis of multiple animals. |
| Randomization | Animals were assigned randomly to experimental and control groups, and we also established double-tumor bearing mice to compare the difference within the same mouse.                                            |
| Blinding      | Blinding was used during RNA-seq analysis, but not in data collection.                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <ol style="list-style-type: none"> <li>1. anti-DEC205 antibody (138201, BioLegend).</li> <li>2. anti-CD3 antibody (clone 17A2, 70-0032-U100, TONBO biosciences).</li> <li>3. anti-CD4 antibody (clone GK 1.5, 14-0041-82, Thermo Fisher Scientific).</li> <li>4. anti-CD8<math>\alpha</math> antibody (clone 53-6.7, 14-0081-82, Thermo Fisher Scientific).</li> </ol>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Validation      | <ol style="list-style-type: none"> <li>1. The anti-DEC205 monoclonal antibody was purified by affinity chromatography. It verified the reactivity with the mouse. The application of this antibody in immunoprecipitation (IP), immunohistology staining of frozen tissue sections (IHC-F), and Western blot (WB) has been reported in the literature. Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis.</li> <li>2. The 17A2 antibody was purified from tissue culture supernatant via affinity chromatography and reacts with the mouse CD3 complex. The application of this antibody in flow cytometry, IP, and IHC-F has been reported in the literature.</li> <li>3. The GK1.5 monoclonal antibody reacts with the mouse CD4 molecule. It has been tested by flow cytometry analysis of mouse thymocytes and splenocytes. The application reported in the literature includes flow cytometry, IP, and IHC-F.</li> <li>4. The anti-CD8<math>\alpha</math> monoclonal antibody is purified with affinity chromatography and reacts with mouse CD8<math>\alpha</math> molecule. The application reported in the literature includes flow cytometry, IP, and IHC-F. It has been tested by flow cytometric analysis of mouse thymocytes and splenocytes.</li> </ol> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The murine mastocytoma cell line P815 was obtained from the Type Culture Collection of the Chinese Academy of Sciences, and performed mycoplasma detection and cell line authentication.                       |
| Authentication                                                       | The Type Culture Collection of the Chinese Academy of Sciences provided the test report of P815 cell line authentication when we ordered the cell line, which is based on short tandem repeat (STR) profiling. |
| Mycoplasma contamination                                             | We confirmed all the cell lines tested negative for mycoplasma contamination.                                                                                                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines                                                                                                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                     |
|--------------------|-------------------------------------|
| Laboratory animals | DBA/2 mice, NCG mice, 6-8 weeks old |
| Wild animals       | n/a                                 |

|                         |                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Both male and female are used in this study.                                                                                                                                          |
| Field-collected samples | n/a                                                                                                                                                                                   |
| Ethics oversight        | Animal protocols and procedures were approved by the Laboratory Animal Welfare and Ethics Committee, Southern University of Science and Technology (approval number: SUSTC-2019-104). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                           |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | After 48 hours illumination, P815-mRuby-ILs cells were collected from 24-well plate, filtered through a 40 µm cell strainer to remove clumps, and analyzed with a Beckman Cytoflex S cytometer. The total events are set to 10000/sample. |
| Instrument                | Beckman Cytoflex S cytometer (Brea, US)                                                                                                                                                                                                   |
| Software                  | FlowJo V10 (Ashland, US)                                                                                                                                                                                                                  |
| Cell population abundance | We here used a stably-transfected cell line, therefore, all the live single cells were gated for analyzing the mean value of fluorescent protein (mRuby).                                                                                 |
| Gating strategy           | The red fluorescent protein (mRuby) is a light inducible reporter in P815-mRuby-ILs cells, so we only need to gate the live single cells, as shown in Fig.S7.                                                                             |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

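RNA-seq data of the single-tumor experiment were used, from 12 tumors of DBA/2 mice that each carried 1 tumor of P815-IFNG or P815-M cells, with 3 mice per group kept in blue light or in the dark. The illumination lasted 6 days by the paper's results and the sample labels, and 7 days by its methods. Samples of the experiments with double tumors, NCG mice, staining and qPCR were not analysed here. The deposited values are raw read counts per gene symbol that the authors made with fastp, STAR and HTSeq with default parameters on mm10 with the knock-in sequences added. They hold 32288 rows per library, of which 3 are knock-in sequences, and 38 symbols are duplicated. The removal of mitochondrial genes and the ComBat-seq adjustment of the paper's methods are not in these values.

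The total of counts on genes sets the precision. Library totals, the count floor of 3 in CPM and 95% Wilson intervals of the mitochondrial shares were computed per library, and intervals and floors cover counting error only. The 13 mitochondrial rows were removed, and genes with a total count of at least 10 over the 12 libraries were tested. Groups were compared with R 4.3.3 and edgeR 4.0.16, with TMM normalization, 1 mean per group and the quasi-likelihood test with Benjamini-Hochberg adjustment, for P815-IFNG light against dark, P815-M light against dark, P815-IFNG against P815-M in light and in dark, and the difference between the lines in the effect of light. No batch term was used in this design. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and the study's filters were applied to the calls. Single values were compared with two-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1.

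Lists of genes were tested with the camera test of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 115 tests, with fry and an estimated correlation beside it. The lists were the genes of Fig. 5d and of Supplementary Fig. 5b, the genes the paper names for each comparison, and lists compiled from general knowledge for the IFNG response, type I interferon response, antigen presentation, T cells, cytotoxic effectors, dendritic cells, macrophages and monocytes, neutrophils, B and plasma cells, skeletal muscle, fibroblasts, endothelial cells, adipocytes, mast cells, proliferation, the circadian clock, hypoxia, checkpoint and suppression, and Xist and Y genes. Lists with fewer than 5 tested genes were left out of the tests. Genes are named in the text where the paper names or shows them for this experiment, or where they are Ifng, a knock-in sequence or a gene of a stained protein (Cd3e, Cd4, Cd8a, Ly75), or where they are among the 5 called genes with the largest rise or fall in a comparison whose groups of libraries do not overlap and whose higher group has a mean of at least 1 CPM. The values of 1 gene that the paper names are not reported here. Other genes are given as list summaries, apart from Xist and the Y genes, given per library. Acta1, Des, Ckm, Ttn and mt-Nd6 were singled out after their values were seen.

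The alternatives were DESeq2 1.42.0, DESeq2's size factors, edgeR's filterByExpr, no filter, mitochondrial genes kept, only the libraries compared, the replicate number as a block, batch as a term, ComBat-seq of sva 3.50.0, no minimum fold change, and each library left out. Leaving out the 2 deep libraries, ComBat-seq followed by DESeq2, and the block with only the libraries compared were added later. The paper's text does not name the batches of its ComBat-seq step, so the 2 deep libraries were set as a batch, for it and for batch as a term, once their totals were seen. The study's IHW weighting and GO enrichment were not repeated here. Coordinates and overlaps of exons on opposite strands, of at least 100 bases, were taken from the GRCm38 annotation release M21 by symbol with bedtools 2.31.1; starts are counted from 1. The annotation release of the authors is not stated in the paper's text. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The code was tested on simulated data with known changes.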

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

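The tests of another tumor line, of the share of tumor cells, of a single library, of the opposite strand in the interferon genes of P815-IFNG tumors, in the genes higher in P815-IFNG tumors and in the lists with another light effect were chosen after the result was seen. Among the explanations weighed here, the design names the tumor line and the light, and their effects stay open beside every technical one.

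Interferon lists drew attention because the effect of light differed between the tumor lines. The median of the light effect in P815-IFNG tumors minus that in P815-M tumors was 0.51 on the log2 scale for the genes shown in Fig. 5d. It was 0.41 for the genes the paper names for light against dark and 0.47 for those it names for P815-IFNG against P815-M. The median was 0.25 for the IFNG response list and 0.36 for the type I interferon list. The adjusted p of limma's camera test were 0.0201, 0.00654, 0.0127, 0.0497 and 0.0114. Over genes above the floor in all 4 groups, the IFNG response list kept a median of 0.25 (59 of 61 genes) and the type I list had 0.40 (26 of 30). In the 10 libraries without the deep pair the medians were 0.34, 0.25, 0.29, 0.09 and 0.23, with adjusted p of 0.503, 0.406, 0.517, 0.531 and 0.0630. Without P815-IFNG light replicate 1 the difference for the IFNG response list was -0.38, and without P815-IFNG dark replicate 3 it was -0.03. Without P815-IFNG dark replicate 1 it was 0.87. The size and sign of this list's difference therefore depend on single libraries; the other 4 lists were not fitted with 1 library left out. The 3 lists taken from the paper were chosen by the study on these samples. The induced cytokines stay among the open explanations.

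The IFNG response genes were also higher in the light group of P815-M tumors, which lack the light-controlled cytokine module, and the paper does not report this comparison apart from its use as a filter. Their median log2 fold change was 0.79 (limma's camera test, adjusted p = 1.97e-09), with 56 of 61 genes higher. No single gene was called in the fit of all 12 libraries, with 510 of all genes at an unadjusted p under 0.05. With only the 6 P815-M libraries 244 genes were called, without the deep pair 157, with batch as a term 194 and with ComBat-seq 235. Under fry and under an estimated correlation the adjusted p were 0.681 and 0.655, so the call depends on the preset correlation. Without each library in turn the median ranged from 0.48 (without P815-M dark replicate 2) to 1.05. Counting on the opposite strand is argued against, since the 47 genes of the list with no gene on the other strand had a median of 0.98. A lower share of tumor cells in the light group could raise the genes of all other cells; the level of the endothelial list changed by -0.11 between light and dark, within its spread between replicates, while that of the fibroblast list rose by 0.93 and that of the macrophage and monocyte list by 0.88. The level of the proliferation list changed by -0.91, and mRuby3_luciferase, a sequence of the tumor cells, had a mean of 45.4 CPM in the light group and 71.8 in the dark group, with each light library below each dark one. Taken gene by gene, the median log2 fold change of the endothelial list was -0.53, with genes near the floor at their bound. It was 0.28 for the fibroblast list and 0.45 for the macrophage and monocyte list. The fall of the endothelial genes goes against a lower share of tumor cells without excluding it, and the other values go with it. The share of tumor cells and a change in expression cannot be told apart, because the sequence and the lists could change by either. An effect of the light or the housing that does not need the module was not tested.

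In P815-IFNG tumors the same list had a median log2 fold change of 0.77. P815-IFNG light replicate 1 held its highest level. Without that library the median was 0.29, with an adjusted p of 2.49e-08 from limma's camera test at the preset correlation. This is smaller than the SD of the list's level between libraries, 0.83 in the light group and 1.25 in the dark group. Each of these SDs takes in 1 deep library, so it is not a spread between mice alone. With all libraries the adjusted p was 0.645 under fry. P815-IFNG light replicate 1 as the cause therefore stays open. Between the deep libraries, which were counted alike, the median was 1.15, which argues against the strand.

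Lists of dendritic cell, macrophage and monocyte, fibroblast and hypoxia genes differed between the lines in the effect of light as well. The median differences were -0.58, -0.92, -0.77 and 0.70, with adjusted p of 0.00353, 0.00266, 1.19e-07 and 9.49e-07 from camera. With 1 library left out, the fibroblast difference ranged from -0.98 (without P815-IFNG dark replicate 3) to -0.47 (without P815-IFNG dark replicate 2). That of the hypoxia list ranged from 0.27 (without P815-IFNG light replicate 3) to 1.08 (without P815-IFNG light replicate 1). Over genes above the floor the dendritic cell list had a median of -0.71 (11 of 13 genes). For the first 3 lists the strand of the deep libraries is argued against: in the other 10 the medians were -0.66, -1.04 and -0.88, with 0.0143 as the largest adjusted p. For the hypoxia list it stays open. Its median was 0.46 in the other 10 and 0.27 without P815-IFNG light replicate 3, and in the other 10 its level changed from dark to light by -0.27 in P815-IFNG and -0.35 in P815-M tumors, so much of the difference rests on that library. No list held under fry or an estimated correlation, where the lowest adjusted p of the 4 were 0.186 and 0.323. Different shares of stromal cells in the pieces of tumor taken may add to these differences and stay open, as does a biological difference between the lines.

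Skeletal muscle genes fell from dark to light in P815-IFNG tumors by more than in P815-M tumors, where the median was -0.34, a difference of -2.51 in the median and of -1.80 over the 19 of 25 genes above the floor in all groups (limma's camera test, adjusted p = 5.10e-10). The camera result did not hold under fry or with an estimated correlation. With 1 library left out the difference ranged from -5.21 (without P815-M dark replicate 2) to -1.28 (without P815-IFNG dark replicate 1). The strand is argued against by the deep libraries, which differed by -2.68. Muscle tissue taken along with some tumors is a candidate explanation. The mean pairwise correlation over the 10 libraries of the 10 most abundant muscle genes that Supplementary Fig. 5b does not show was 0.525, and 0 of 1000 random lists were as high (highest 0.328). Acta1 and Des fell from 54.2 to 0.431 and from 58.5 to 6.17 mean CPM, whereas Ckm and Ttn were at 85.2 and 77.7, and 47.0 and 44.7. Of the same 10 genes, Mb and Cox6a2 rose from 13.2 to 21.6 and from 7.34 to 12.3. Ryr1 was at 20.1 and 19.6, and Neb, Eno3 and Tnnc2 were lower in the light group. In P815-M tumors, Acta1 had 0, 43 and 210 counts in the light libraries and 0, 382 and 0 in the dark ones, so it varied between mice of one group. Tissue taken along and a loss of muscle next to the tumor cannot be told apart, because both would lower muscle genes together. Neither by itself accounts for the muscle genes that stayed level or rose. Of the list, 10 genes were picked by the study from these libraries.

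The list of Xist and Y genes differed by -1.37 (limma's camera test, adjusted p = 0.0308), with 3 of its 5 genes above the floor in all groups. With batch as a term of the model the adjusted p was 0.0895. These are few genes at low counts, and no biological explanation was tested.

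The knock-in sequences are not analysed in the paper and were above the control tumors or the floor without light. In P815-IFNG tumors of the dark group, GAVPO_bla had a mean of 895 CPM, mINFg_mCXCL10_hGulc 2.54 and mRuby3_luciferase 123. The cytokine sequence was present in dark tumors at 6 to 126 counts. In the paper's plasmids the GAVPO and mRuby3 sequences follow an EF-1α promoter, and only the cytokine sequence follows the light-controlled one. The open question is therefore limited to the cytokine sequence. For it, expression without light, or light that reached the mice during handling, was not tested.

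Pex16 and Gcsam were higher in P815-IFNG than in P815-M tumors and the paper names neither. Their log2 fold changes in the light group were 4.88 and 3.19. The strand of the deep libraries is argued against, since the smallest log2 fold change of GAVPO_bla, Pex16 and Gcsam in the dark group was 2.53 in the 10 libraries alone. A difference between the cell clones, such as the site where a sequence was inserted, is consistent with a difference present in light and dark, and was not tested.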

How the results depend on the processing

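The alternatives were chosen before the data were examined, except for 3: leaving out the 2 deep libraries, ComBat-seq followed by DESeq2, and the replicate block with only the libraries compared. These 3 were chosen after the data were seen. For batch as a term and for ComBat-seq, the plan was to use a batch where the libraries separate by a technical property, and which libraries form it, the 2 deep ones, was set from the totals once the counts were seen. Counts are given for P815-IFNG light against dark, P815-M light against dark, P815-IFNG against P815-M in light and the same in dark, in that order.

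With no filter on low counts, with mitochondrial genes kept and with no minimum fold change, the counts equalled 0, 0, 3 and 2, with 0 for the difference between the lines and 0 and 1 after the filters. At an unadjusted p under 0.05 there were 409, 510 and 313 genes behind the first 2 counts of 0 and the difference between the lines. DESeq2 gave 4, 1, 41 and 38, with 4 for the difference between the lines and 4 and 25 after the filters. DESeq2's size factors gave 0, 0, 3 and 4, with 0 for the difference between the lines and 0 and 0 after the filters, and edgeR's filterByExpr the same numbers, 0, 0, 3 and 4, with 0 for the difference between the lines and 0 and 0 after the filters. Batch as a term gave 2, 194, 82 and 290, with 3 for the difference between the lines and 1 and 34 after the filters. ComBat-seq gave 122, 235, 243 and 489, with 27 for the difference between the lines and 114 and 159 after the filters. Without the 2 deep libraries the counts were 1, 157, 39 and 371, with 2 for the difference between the lines and 1 and 13 after the filters. ComBat-seq and DESeq2 gave 82, 212, 171 and 428, with 9 for the difference between the lines and 70 and 110 after the filters. With only the libraries compared, they were 0, 244, 0 and 0, with 0 and 0 after the filters. The estimated common dispersion was 0.382 without and 0.0506 with batch as a term, so the deep libraries widened the spread that the test allowed for. On simulated counts with 200 genes changed 4-fold, this fit recovered 191 when all libraries were of one kind. It recovered 24 when 2 were deep and of another kind, and 195 with batch as a term. A loss of calls through the widened spread goes with these values, and no further cause was tested.

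The replicate numbers were also set as a block. The counts with the block were 0, 0, 4 and 7, with 0 for the difference between the lines and 0 and 0 after the filters. With the block and only the libraries compared, they were 110, 213, 0 and 0, with 88 and 0 after the filters. Across genes, the deviations from the group means of equally numbered P815-IFNG light and dark libraries correlated at r = 0.88, 0.85 and 0.97, and crossed numbers at 0.86 and 0.85; in P815-M tumors equal numbers gave -0.19, -0.01 and -0.22. In P815-IFNG tumors the numbers therefore mark little beyond the deep pair. Whether the block acts through that pair alone was not tested, since batch as a term was not fitted to only the libraries compared. Genes are not independent replicates.

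Across the 12 fits that each left out 1 library, P815-IFNG light against dark, P815-M light against dark, the difference between the lines and the filtered light effect stayed at 0 genes. Each of these fits kept at least 1 deep library and had no batch term. They therefore could not show whether the counts of 0 came from the widened spread. Without both deep libraries these counts were 1, 157, 2 and 1, in the same order. P815-IFNG against P815-M in light ranged from 1 gene (without P815-M light replicate 1, for example) to 4 (without P815-IFNG light replicate 2). In dark it ranged from 1 (without P815-IFNG light replicate 1, for example) to 6 (without P815-IFNG light replicate 3). The filtered count ranged from 0 (without P815-IFNG light replicate 2, for example) to 2 (without P815-IFNG dark replicate 1).

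The IFNG response list kept its direction under every setting that kept all 12 libraries in the fit. It was no longer past the threshold under fry or an estimated correlation in any of its 4 comparisons past it with camera, with medians of 0.77, 0.79, 0.70 and 0.25 that these tests leave as they are. Its adjusted p under fry were 0.645, 0.681, 0.816 and 0.929. The difference between the lines also passed the threshold no longer with DESeq2's size factors (0.26), with no filter (0.24), with the replicate block (0.16) and without the 2 deep libraries (0.0878). With 1 library left out, the median for P815-IFNG light against dark ranged from 0.29 (without P815-IFNG light replicate 1) to 1.33 (without P815-IFNG dark replicate 1). For P815-IFNG against P815-M in light it ranged from -0.0290 (without P815-IFNG light replicate 1, where it reversed) to 0.88. For the difference between the lines it ranged from -0.38 (without P815-IFNG light replicate 1) to 0.87 (without P815-IFNG dark replicate 1), and it reversed to -0.0292 without P815-IFNG dark replicate 3.

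Cxcl10 was called between P815-IFNG light and dark with ComBat-seq (2.38), ComBat-seq and DESeq2 (2.37) and the block with only the libraries compared (2.17), and between the lines in light with ComBat-seq (2.46) and ComBat-seq and DESeq2 (2.43). With 1 library left out its log2 fold change between P815-IFNG light and dark ranged from 0.51 to 3.16, and that of Ifng from 0.65 to 2.96, lowest without P815-IFNG light replicate 1. For GAVPO_bla, fitted values against P815-M light tumors depend on the prior count and are no bound. They were 11.17 with only the libraries compared and 11.52 with the block besides, and from 10.50 to 15.90 with 1 library left out, where some fits no longer passed the threshold. In dark they were 10.02, 10.05 and from 9.02 to 10.98. Fewer libraries widened the error of this gene.

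Among single genes and other lists, 49 results were followed, and 1037 of their values kept direction and side of the threshold, 31 were weaker, 75 stronger and 17 reversed. Without P815-IFNG light replicate 1 the log2 fold changes between the lines in light reversed to -0.0290 for Irf1, -0.60 for Nos2, -0.49 for Gbp3 and -0.10 for Gbp5. These were the lowest values with 1 library left out, and without P815-IFNG light replicate 3 they were highest, at 1.00, 1.47, 1.12 and 1.78. Between P815-IFNG light and dark, Cd4 reversed to 1.15 with ComBat-seq and 0.86 with DESeq2 besides. Cd8a reversed to 1.61 and 1.28 under these, to 3.51 without P815-IFNG dark replicate 1 (lowest -2.29, without P815-IFNG light replicate 1) and to 0.64 with the block and only the libraries compared. Ly75 reversed to 0.20 without P815-IFNG light replicate 2, and its lowest value was -0.44 without P815-IFNG light replicate 3. Between the lines in light, batch as a term, ComBat-seq, and ComBat-seq and DESeq2 reversed Cd4 to 0.89, 1.76 and 1.60, and Cd8a to 0.22, 1.11 and 0.99. The cause was not tested. The low totals of counts on genes in the 10 libraries limit genes such as Cd4, Cd8a, Cd3e and Ifng. These had 0 or 1 counts in some P815-M libraries, under the floor of 3. In P815-IFNG dark tumors Cd3e reached 20 counts, and Cd4 and Cd8a reached 19.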

Differences from the paper's values

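The paper shows about 20 genes in Fig. 5d, read by eye, as differentially expressed between P815-IFNG and P815-M tumors of the light group after the filter against the dark group, and 0 of them were called here, with 3 at an unadjusted p under 0.05. With ComBat-seq 19 were called and kept, all but Irgm1, and batch as a term called 1 (Gbp5). Both steps were planned, but their batch, the 2 deep libraries, was set after the counts were seen. The alternatives wholly set before the data were examined called 0, so they did not close the gap. ComBat-seq and DESeq2, chosen after seeing the values, called 16.

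Supplementary Fig. 5b of the paper shows about 44 genes, read by eye, as differentially expressed between the light and dark groups of P815-IFNG tumors after the filter against P815-M tumors, and 0 were called here, with 25 at an unadjusted p under 0.05. With ComBat-seq, on the batch set after the counts were seen, 34 were called and kept. DESeq2 and batch as a term on that batch each called 1 (Myh4), and the other alternatives set before the data were examined called 0. ComBat-seq and DESeq2 called 25, and the replicate block with only the libraries compared called 32; both were chosen after seeing the values. Kcna5, Sln and Ighg2b are shown in the paper's figure, although their totals over the 12 libraries were 9, 5 and 8 counts, under the minimum of 10.

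The paper states that genes induced by IFNG were increased in P815-IFNG rather than P815-M tumors of the light group. The genes it names had a median log2 fold change of 1.04 between the lines in light, and they also rose from dark to light in P815-M tumors, by a median of 1.23. The paper reports more dendritic and T cells in P815-IFNG tumors of the light group by staining. The levels of the dendritic cell and T cell lists were lower there than in the dark group, by differences of -0.44 and -0.41, which did not separate the groups and measure RNA in place of stained cells. The T cell difference was -1.32 in the 10 libraries alone, 1.41 between the deep libraries and 0.38 without P815-IFNG dark replicate 1. Its direction therefore did not hold.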

Other observations

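The tests of another tumor line and of the circadian clock genes were chosen after the result was seen. The other tests were set once their pattern was seen and before the value they measure was. What the 2 tests of ComBat-seq were taken to exclude, in the simulated counts and in Kcna5, Sln and Ighg2b, was narrowed after their values were seen.

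The third replicates of the P815-IFNG light and dark groups differed from the other 10 libraries in total counts on genes and in profile. These totals do not give the number of reads sequenced. Lower totals alone are argued against: deep libraries thinned to 2435820 counts correlated across genes with the others at most at r = 0.760, while the lowest r among the other 10 was 0.916. Another tumor line is argued against by GAVPO_bla, which had at least 1393 CPM in both. Counting on the opposite strand is a candidate explanation. Genes whose exons overlap an abundant gene of the other strand were higher in the 10 libraries than matched genes without one by 3.41 in the median log2 ratio to the deep libraries, and 0 of 10000 random lists of matched genes were as high. Since HTSeq by default counts reads of the gene's own strand, a library kit of the other orientation could give such counts. The kit of each library was not tested, and the deep libraries may differ from the others in further ways.

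Other splits of the same libraries were counted. For P815-IFNG light against dark, 10 of 10 splits gave at least the 0 genes of the real one (409 at an unadjusted p under 0.05), and a split that put both deep libraries on one side gave 1904. For P815-M light against dark it was 10 of 10 for 0 genes (510 at an unadjusted p under 0.05). For P815-IFNG against P815-M, 1 of 10 splits in light and 1 of 10 in dark gave as many genes as the real one. For the difference between the lines, 100 of 100 splits gave at least the 0 genes of the real one (313 at an unadjusted p under 0.05). With batch as a term, 1 of 10 splits gave as many genes as the 194 for P815-M light against dark, 1 of 10 as many as the 82 between the lines in light, and 1 of 10 as many as the 290 in dark; the next largest counts were 28, 1 and 9. With ComBat-seq, 5 of 10 splits gave at least the 122 genes of P815-IFNG light against dark. The 4 others put both deep libraries on one side and gave 644 to 1395 genes; among splits that parted them, the largest other counts were 115 and 112. With 3 libraries against 3, no share can be under 0.1, and where the real count is 0 every split reaches it, so those shares decide nothing.

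On simulated counts with 200 genes changed 4-fold, the edgeR fit recovered 191 with 6 unchanged genes called when all libraries were of one kind, and 24 with 0 when 2 libraries were deep and of another kind. With batch as a term it recovered 195 with 22 unchanged genes called, in the 10 libraries alone 179 with 20, and after ComBat-seq 195 with 62. After ComBat-seq and DESeq2 it was 191 with 12. On the real counts, splits that mix light and dark and part the deep libraries gave up to 115 genes after ComBat-seq and edgeR, against 122 for the real one, so these steps as the source of the genes called with them stay open.

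Kcna5, Sln and Ighg2b are shown near the top of the colour scale of Supplementary Fig. 5b in P815-IFNG dark tumors. ComBat-seq did raise their counts. With the groups as covariate, the largest count went from 4 to 25 for Kcna5, from 3 to 14 for Sln and from 5 to 11 for Ighg2b. Each of these is above 10, the minimum total that the paper's methods apply after ComBat-seq. Under this setting all 3 genes would therefore pass that minimum. Over 3 ways of setting the batches the largest was 25. For a place near the top of the colour scale, this is far under the size the test asked for. Whether other batches would raise them further was not tested, so inflation by ComBat-seq as the source of those colours stays open.

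The circadian clock list was higher in P815-IFNG than in P815-M tumors of the dark group, with a median log2 fold change of 1.10 (limma's camera test, adjusted p = 2.12e-04; under fry 5.48e-04; under an estimated correlation 0.277), and of 0.55 with genes near the floor at their bound. In the 10 libraries alone it was 0.91, which argues against the strand of the deep libraries. Its medians were 0.12 for P815-IFNG light against dark, 0.31 for P815-M light against dark and 0.49 between the lines in light. The hour at which each tumor was taken may differ between the lines and was not tested.

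The medians of the other lists are given for P815-IFNG light against dark, P815-M light against dark, P815-IFNG against P815-M in light, the same in dark, and the difference between the lines. The antigen presentation list (19 genes) had medians of 0.51, 0.66, -0.07, 0.22 and -0.14, with an adjusted p of 1.79e-08 for the first. The cytotoxic effector list (15 genes) had medians of 0.19, 0.51, 0.48, 0.15 and -0.30, with an adjusted p of 0.622 for the first. The neutrophil list (9 genes) had medians of 0.09, -0.69, 0.42, 0.55 and 0.30, with an adjusted p of 0.430 for the first. Over its 4 genes above the floor in all groups, the last of these reversed to -0.24. The B and plasma cell list (14 genes) had medians of -2.37, -0.58, -0.83, 0.34 and -1.90, with an adjusted p of 1.26e-04 for the first. The endothelial cell list (12 genes) had medians of -1.45, -0.75, -0.24, 0.73 and -0.83, with an adjusted p of 1.20e-04 for the first. The adipocyte list (10 genes) had medians of -1.23, -0.44, 2.52, 3.31 and -0.91, with an adjusted p of 0.00455 for the first. The mast cell list (13 genes) had medians of -0.22, -0.14, 0.06, 0.42 and -0.08, with an adjusted p of 0.175 for the first. The checkpoint and suppression list (12 genes) had medians of 0.08, 0.66, -0.08, 0.57 and -0.34, with an adjusted p of 0.538 for the first. The first median of the antigen presentation list ranged, with 1 library left out, from 0.12 (without P815-IFNG light replicate 1) to 1.12 (without P815-IFNG dark replicate 1), and that of the type I interferon list from 0.47 to 1.17. With genes near the floor at their bound, the B and plasma cell list had a median of -0.39 for the first comparison and 0 between the lines in light. So treated, the adipocyte list had 1.58 and 2.96 between the lines in light and dark, and the neutrophil list 0 and 0.12. The cytotoxic effector list had 0 between the lines in light, and the checkpoint and suppression list 0.04 between them in dark. For P815-M light against dark these medians were 0.10 for the T cell, 0.25 for the cytotoxic effector and -0.34 for the neutrophil list. The adipocyte list changed from dark to light by a median of -3.08 in the 10 libraries alone and by 2.43 between the deep ones, so its direction did not hold within both kinds of library. The T cell list (22 genes) had medians of -0.59, 0.40, -0.42, 0.51 and -0.88 and the proliferation list (17 genes) -0.49, -0.59, 0.70, 0.49 and 0.25, the latter with adjusted p of 7.33e-04 and 7.72e-05 for light against dark in P815-IFNG and P815-M tumors. The hypoxia list had 0.10, -0.72, 0.51, -0.18 and 0.70, and the fibroblast list -0.56, 0.28, -0.13, 0.82 and -0.77. The macrophage and monocyte list had -0.11, 0.45, -0.29, 0.78 and -0.92, the dendritic cell list -0.51, 0.05, -0.50, 0.07 and -0.58 and the type I interferon list 0.90, 0.51, 0.60, 0.23 and 0.36. Of the Xist and Y list the medians were -0.26, 1.00, -0.31, 1.13 and -1.37. Lists of the target genes, skin epithelium and red blood cells held fewer than 5 tested genes and were not tested.

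Counts per library of Xist were 0 to 11 in the 10 libraries and 10 and 2 in the deep light and dark libraries. Counts of Ddx3y 4 to 38 in the 10 libraries and 305 in the deep light library, of Eif2s3y 2 to 21 in the 10 libraries and 509 and 213 in the deep light and dark libraries, of Kdm5d 1 to 17 in the 10 libraries and 141 and 127 in the deep light and dark libraries and of Uty 1 to 4 in the 10 libraries and 124 and 92 in the deep light and dark libraries were found.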
